# Novel Roles for the Ectoenzyme CD38 in the Maintenance of Transcriptional and Metabolic Homeostasis in Astrocytes

**DOI:** 10.1002/glia.70112

**Published:** 2025-12-16

**Authors:** S. Basak, A. M. Colafrancesco, R. D. Hernandez, X. Wei, L. J. McMeekin, D. Dang, M. Simmons, J. L. Browning, K. Noel, F. Zhou, F. E. Lund, J. S. Saad, S. G. Watsen, A. M. Pickrell, R. M. Cowell, M. L. Olsen

**Keywords:** aging, astrocyte, brain metabolism, mitochondria, neurodegeneration, RNA‐sequencing

## Abstract

CD38 is an ectoenzyme that converts NAD+ to NAM to help maintain bioenergetic homeostasis. CD38 dysregulation and gene variation is reported in neurodegenerative conditions such as Parkinson's disease (PD) and Alzheimer's disease (AD), highlighting the need to better understand CD38 biology within the brain. Here, we demonstrate enrichment of *Cd38* in midbrain astrocytes and describe how CD38 deficiency influences brain metabolism, astrocytic gene expression, and bioenergetics. We demonstrate increased NAD content, decreased NAM content, and increased NAD/NAM in the midbrain and striatum of CD38‐deficient (*Cd38* ^*−/−*^) mice, indicating the dependence on CD38 for NAD to NAM conversion in the brain. RNA‐sequencing of isolated astrocytes revealed numerous differentially expressed genes in *Cd38* ^*+/−*^ and *Cd38* ^*−/−*^ mice, with alterations in mitochondrial, metabolic, senescence‐related, astrocyte reactivity, and other genes involved in PD and AD etiology. Furthermore, functional metabolic analysis of midbrain revealed changes in pyruvate oxidation, age‐dependent increase of citrate synthase (CS) activity, and reduction of cytochrome c oxidase‐to‐CS ratio in *Cd38* deficiency. These findings identify a novel role for astrocytes in the regulation of CD38‐dependent NAD/NAM homeostasis in the brain and provide a framework for future studies evaluating the relationship between CD38 dysfunction, aging, and vulnerability of neuronal populations in neurodegenerative disease. Importantly, these studies underscore the necessity to better resolve the impact of CD38 deficiency on brain metabolism, considering ongoing clinical trials and discussions related to the use of CD38 modulators for the treatment of cancers, age‐related decline, and neurodegenerative disease.

## 1 Introduction

*CD38* encodes the Cluster of Differentiation 38 (CD38) protein, an ectoenzyme that plays a vital role in bioenergetics and inflammatory responses (Chini et al. 2020; Hogan et al. 2019). CD38 utilizes nicotinamide adenine dinucleotide (NAD+) as a substrate to produce nicotinamide mononucleotide (NAM), adenine diphosphate ribose (ADPR), and cyclic‐ADP‐ribose (cADPR), in both extracellular and intracellular compartments. NAD+ is an essential coenzyme primarily regarded for its use in oxidation–reduction reactions to generate mitochondrial ATP. While NAD is not cell permeable, NAM can readily cross the plasma membrane and be utilized to generate NAD+ through salvage pathways (Covarrubias et al. 2021; Lautrup et al. 2019). In typical contexts, NAD generation and re‐generation are balanced in a way that stabilizes intracellular REDOX status, bioenergetics, and other downstream pathways. The aging process often disrupts this balance and favors CD38 overactivation and NAD insufficiency (Covarrubias et al. 2021) which may impair mitochondrial ATP production and cellular bioenergetics (Lautrup et al. 2019).

In the brain, CD38 is largely expressed by glial cells (Kelley et al. 2018), with the highest expression observed in astrocytes (Hattori et al. 2023; Hattori et al. 2017). Astrocytic CD38 has been demonstrated to play a role in glial development (Hattori et al. 2017), neuroinflammatory modulation (Guerreiro et al. 2020) and mitochondrial transfer (Hayakawa et al. 2016). Although CD38 expression is thought to rise with age and deplete NAD+ supplies (Camacho‐Pereira et al. 2016), its role in neurodegeneration remains poorly understood due to conflicting findings. Some results suggest that deletion of CD38 is neuroprotective, as decreased plaque loads and improved spatial learning are reported in Alzheimer's disease (AD) models (Blacher et al. 2015); however, contradictory reports of cognitive deficits (Kim et al. 2016) and increased susceptibility to infection (Lischke et al. 2013), which may be due in part to the ability of CD38 to regulate inflammation and the innate immune response (Partida‐Sanchez et al. 2001), are also found in *Cd38* knockout mice. CD38 is also implicated in other age‐related neurodegenerative diseases like Parkinson's disease (PD), whereby *CD38* polymorphisms result in an increased risk of PD development (Chang et al. 2017). For example, *BST1*/*CD157* polymorphism is a paralog gene of *CD38* that has been implicated as a risk factor for PD (Guerreiro et al. 2020). Due to the high energetic demands of dopaminergic neurons typically lost in PD, it is possible that CD38's regulatory role in NAD+ bioavailability is responsible for maintaining the energetic balance necessary for neuronal survival. Supporting this, iPSC neurons from PD patients show altered NAD+ metabolism with imbalanced NAD+/NAM ratios (Schondorf et al. 2018) similar to those reported for *Cd38* knockout mice.

While many studies have focused on elucidating the biological roles for genes causative for familial PD, monogenic causes of PD only account for approximately 5%–15% (Skrahina et al. 2021; Vollstedt et al. 2023) of all cases, indicating that it is imperative to explore how environmental factors and non‐causal risk genes contribute to PD pathology. Human genome‐wide association studies (GWAS) have identified potential risk genes associated with the development of PD (Nalls et al. 2019; Yao et al. 2021; Zhou et al. 2023). In a recent publication, researchers compiled multiple human transcriptomic and proteomic datasets for a meta‐analysis to identify targets for treatments and further study (Zhou et al. 2023). Extensive correlation analysis identified *GPNMB* and *CD38* expression as the strongest indicators of PD risk. Even further, human‐based Mendelian randomization studies have identified single‐nucleotide polymorphisms (SNPs) in the *CD38* locus that confer increased risk of PD (Chen et al. 2014; Li et al. 2019; Sharma et al. 2012; Storm et al. 2021). However, it is not clear how alterations in the expression or function of CD38 could contribute to brain dysfunction and disease.

Here we sought to evaluate how *CD38* deficiency influences brain metabolism, astrocytic gene expression, and bioenergetics with the goal of characterizing cellular dysfunction most robustly affected by CD38 deficiency. Herein, we describe how CD38 deficiency influences bioenergetics, astrocyte gene expression, and mitochondrial function. We utilized wildtype (*Cd38* ^*+/+*^), heterozygous *Cd38* (*Cd38* ^*+/−*^), and knockout *Cd38* (*Cd38* ^*−/−*^) mice to evaluate transcriptional, metabolic, and functional changes associated with CD38 deficiency in the midbrain, a region enriched in dopaminergic neurons, which are vulnerable to dysfunction and cell loss in PD. We found that astrocytes of the midbrain are enriched for *Cd38* expression and that mice lacking *Cd38* show elevated NAD+/NAM ratios in midbrain and striatum. Numerous changes in gene expression were identified in *Cd38* ^*+/−*^ and *Cd38* ^*−/−*^ astrocytes related to the regulation of cellular health, responses to stress, and bioenergetics. *Cd38* ^*−/−*^ astrocytes displayed altered bioenergetic oxygen consumption and glycolysis as compared to *Cd38* ^+/+^ mice. Altogether, these results demonstrate that CD38 is essential for the maintenance of the transcriptional state and bioenergetics in astrocytes. These findings provide the basis for future studies exploring the potential roles for CD38 in astrocyte‐mediated support of neurons with age and disease.

## 2 Methods

### 2.1 Animals

All animals were maintained in accordance with Virginia Tech and the University of Alabama at Birmingham veterinary and IACUC protocols respective to each institution. Mice were housed in facilities on a 12‐h reverse light/dark cycle with ambient temperature and humidity maintained at all times across experiments. Mice had access to purified water and standard chow *ad libitum*. Animal health was monitored daily by veterinary staff with all efforts taken to minimize pain and distress. All mice used were bred from the C57BL/6J strain. *Cd38* knockout mice (B6.129P2‐*Cd38tm1Ln*/J, The Jackson Laboratory) have a global disruption in exons 2–3 of the *Cd38* ^*tm1Lnd*^ allele, resulting in heterozygous mice (*Cd38* ^*+/−*^) with an approximate 50% decrease in CD38 presence and knockout animals (*Cd38* ^*−/−*^) having nearly no *Cd38* transcript and CD38 protein (validated herein and (Cockayne et al. 1998)). All animal comparisons were made against litter and/or peer‐matched controls. Samples were blinded for analysis to reduce potential biases.

### 2.2 Fluorescence In Situ Hybridization

FISH was performed using the RNAscope Multiplex Fluorescent assay (Advanced Cell Diagnostics, Cat. #: 28295574) according to the manufacturer's instructions and as previously described (McMeekin et al. 2018). Mice were briefly anesthetized with isoflurane and rapidly decapitated prior to brain removal. Brains were snap‐frozen over dry ice for cryostat sectioning. Tissue was cut into 20 μm sections and collected on SuperFrost Plus slides (Thermo Fisher Scientific, 1255015) prior to a subsequent freeze. Samples were fixed in 4% ice‐cold paraformaldehyde, followed by dehydration in ethanol and pretreatment in protease IV (Advanced Cell Diagnostics). Tissues and probes (*Cd38*, Cat. #: 513061, *Th*, Cat. #: 317621‐C3, and *Gja1*, Cat. #: 486191‐C2) were incubated at 40°C for 2 h, followed by fluorescent amplification and mounting with Prolong diamond antifade mounting medium containing DAPI (Thermo Fisher Scientific, P36962). Images were acquired by a confocal microscope (Nikon A1+ model, Nikon Inc.).

### 2.3 Reverse‐Transcription Quantitative PCR

RT‐qPCR was conducted as previously described (McMeekin et al. 2018). Briefly, mice were anesthetized with isoflurane and decapitated for rapid removal and dissection of brain tissue. Tissues were flash frozen on dry ice and stored at −80°C. Once removed from storage, tissue was prepared by incubation in RNAlater‐ICE (Ambion) according to the manufacturer's instructions. Tissue was homogenized in TRIzol using a Tissue‐Tearor homogenizer (Biospec). RNA was isolated using the TRIzol/choloform‐isopropanol method following the manufacturer's instructions (Invitrogen). RNA concentration and purity were determined using a NanoDrop 2000 (Thermo Fisher Scientific). Equivalent amounts of RNA (1 μg) were treated with DNase I (Promega) at 37°C for 30 min and DNase Stop solution at 65°C for 15 min. RNA was reverse‐transcribed using the High‐Capacity cDNA Archive Kit (Applied Biosystems). Transcripts were measured using mouse‐specific primers from Applied Biosystems and JumpStart Taq Readymix (Sigma‐Aldrich) using a protocol with an initial ramp (2 min, 50°C; 10 min, 95°C) and 40 subsequent cycles (15 s, 95°C; 1 min, 60°C). Relative concentration of transcript was calculated compared with a standard curve generated from pooled cDNA samples and then diluted (1:5, 1:10, 1:20, 1:40; calibrator method). Obtained values were normalized to β‐actin and expressed as a ratio to control samples ± SEM. The following primer/probe sets were used: *Actb* (Mm00607939_s1, Thermo Fisher Scientific, Cat. #: 4331182) and *Cd38*, (Mm01220904_m1, Thermo Fisher Scientific, Cat. #: 4351372).

### 2.4 Western Blot Analysis

Midbrain tissue was dissected and subsequently homogenized in RIPA buffer (50 mM Tris, 150 mM NaCl, 1% Triton X‐100, 0.5% sodium deoxycholate, 0.1% SDS). A total of 10 μg of protein per sample (Pierce BCA protein assay kit, Thermo Fisher Scientific, Cat. #: 23225) was combined with 4X loading buffer (100 mM Tris, 4% (w/v) SDS, 20% (v/v) glycerol, 0.2% (w/v) Bromophenol blue and 200 mM DTT). The mixture was heated at 65°C for 10 min. Protein samples were then loaded onto a Mini‐PROTEAN TGX gel (4% to 20%, Bio‐Rad) and electrophoresed for 30 min at 200 V. Protein from the gel was transferred to the nitrocellulose membrane (Trans‐Blot Turbo RTA Mini 0.2 μm Nitrocellulose kit, Bio‐Rad) using a Bio‐Rad standard Turboblot transfer system. After transfer, the membrane was washed with 1X TBS. To avoid non‐specific binding, the membrane was blocked using LI‐COR blocking buffer and TBST in a 1:1 dilution before incubating overnight with the rabbit anti‐CD38 (Abcam, Cat. #: ab216343) at 1:1000 and mouse anti‐actin (Millipore Sigma, Cat. #: A5441) at 1:10,000 at 4°C. The immunoblot was washed three times using TBST buffer for 10 min in a shaker, followed by adding anti‐mouse (IRDye 800CW Goat Anti‐Mouse antibody, Cat. #: 926‐32210) and anti‐rabbit (IRDye 680CW Goat Anti‐Rabbit antibody, Cat. #: 925‐68071) secondary antibodies and incubated at room temperature for 1 h. Subsequently, the blot was washed 3X for 10 min using TBST, followed by a 1X TBS wash for 5 min. Amersham ImageQuant 800 biomolecular imager system (Cytiva) was used to capture the image, and band intensity quantification was done using ImageQuant analyzer software (Cytiva). CD38 band intensity was normalized to actin.

### 2.5 ^1^H NMR Analysis

Striatum and midbrain samples from *Cd38* ^*+/+*^, *Cd38* ^*+/−*^, and *Cd38* ^*−/−*^ mice were microdissected then pooled into 1.5 mL microcentrifuge tubes, snap frozen in liquid nitrogen, and stored at −80°C. Tissues were placed in 15 mL tubes and 4 mL of 80% ice‐cold methanol per gram of tissue was added. Tissues were placed in 1.5 mL microcentrifuge tubes, and 80% ice‐cold methanol was added at a ratio of 4 μL per milligram of tissue. The tissues were homogenized using homogenizer pestles, followed by grinding for 30 s. Chloroform was then added to each sample at a ratio of 2 μL per milligram of tissue, followed by an additional 30 s of homogenization. Next, chloroform and HPLC‐grade water were added to each sample at a ratio of 2 μL each per milligram of tissue. The samples were incubated on ice for 30 min and then centrifuged at 4000 g at 4°C for 30 min. The upper aqueous layer of the supernatant, containing the metabolites, was extracted for NMR analysis. Samples were dried using a heat block at 42°C followed by lyophilization using a freeze‐dry system. Samples were then dissolved in 0.6 mL D_2_O (99.96% D) and transferred to NMR tubes. Tetramethylsilane (0 ppm) was added as a reference.

Experiments were conducted at 25°C using a Bruker Avance III‐HD spectrometer (^1^H, 600 or 850 MHz) equipped with cryogenic triple‐resonance probes. Data were processed and analyzed with TopSpin (v. 4.2). ^1^H spectra were recorded with 32 k complex points, an acquisition time of 1.6 s, a recovery delay of 2.0 s, and pre‐saturation of the residual HDO signal. A 0.5 Hz exponential apodization was applied and data size doubled by zero‐filling before Fourier transformation. Each spectrum was phased manually, and automatic baseline correction was achieved using a 2nd order polynomial in the region 0.5–9.5 ppm. Integral intensities were scaled identically for all spectra within each series. Final integration values for metabolites were the average of integration values obtained for a set of five samples.

### 2.6 Magnetic Bead Astrocyte Isolation

Astrocytes were isolated from *Cd38* ^*+/+*^, *Cd38* ^*+/−*^, and *Cd38* ^*−/−*^ male mice after 1 year of age (12–14 months, *x̄* = 13.5 months) utilizing a MACS approach (Holt and Olsen 2016; Holt et al. 2019). Midbrain regions associated with Parkinson's disease pathology (striatum, thalamus, and substantia nigra) were microdissected from brain tissue for cell‐specific isolation. Tissue dissociation was performed as previously described (Holt and Olsen 2016; Holt et al. 2019), whereby regions of interest were utilized for MACS. All dissections were performed in modified artificial cerebral spinal fluid (120 mM NaCl, 3 mM KCl, 6 mM 2NaHCO_3_, 11 mM glucose, 5 mM HEPES, 200 μM CaCl_2_, 1 mM MgCl_2_) containing neuronal activity inhibitors (20 μM CNQX, 20 μM D‐AP5, 295–299 mOsm) to reduce glutamate excitotoxicity. Briefly, midbrain tissues were removed then sectioned into 1 mm pieces, followed by papain dissociation (Worthington Biochemical Corporation, Cat. #: LK003150). A series of centrifugation (4°C, 300 RCF, 3–5 min, Eppendorf, Cat. #: 58048R) and PBS wash steps were performed to retain cell‐containing tissue pellets. Supernatants were discarded and pellets were resuspended in 0.5% w/v bovine serum albumin (Millipore Sigma, Cat. #: A7030) in PBS for filtration (70 μm, Fisher Scientific, Cat. #: 22‐363‐548) and attainment of midbrain cellular fractions. Cell fractions were then treated with Miltenyi Biotec Microbeads to remove contaminating endothelial cells (Cat. #: 130‐097‐418) and myelin/oligodendrocytes (Cat. #: 130‐096‐433). Samples were incubated in microbeads for 10 min at 4°C followed by filtering through Miltenyi LS columns (Cat. #: 130‐042‐401). Samples were then treated with anti‐CD11b microbeads (Cat. #: 130‐092‐263) for 10 min at 4°C to remove microglia by elution of magnetically captured cells. Finally, astrocytes were positively selected using the Miltenyi ACSA‐II microbead kit (Cat. #: 130‐097‐679). Samples were first incubated with an FcR blocking reagent for 10 min at 4°C immediately followed by an additional 10‐ min incubation at 4°C with anti‐ACSA‐2 microbeads. After LS column filtration and elution, collected cells were stored in 300 μL Trizol (Thermo Fisher Scientific, Cat. #: 15596026) and snap frozen before being placed in storage at −80°C. Cellular fraction mRNA was isolated for qPCR and prepared as described (2.3 Reverse‐transcription quantitative PCR). The following Taqman primer/probe sets were purchased from Thermo Fisher Scientific: microglia‐ #Mm00525305_m1 *Tmem119*, oligodendrocytes‐ #Mm01266402_m1 *Mbp*, astrocytes‐ #Mm00439105_m1 *Gja1*, Cd38‐ #Mm01220904_m1, dopaminergic neurons‐ #Mm00447557_m1 *Th* and #Mm01353211_m1 *Drd1*. The Mouse GAPDH Control DQ mix (Applied Biosystems, Cat. #: 4351309). Relative expression of transcript was calculated using the 2^−ΔΔCt^ method, and relative expression normalized to whole midbrain expression for each probe.

### 2.7 RNA‐Sequencing

Isolated midbrain astrocytes were gently lysed by syringe for preparation of RNA isolation (Zymo Research, Cat. #: R2062). RNA was extracted according to the Direct‐zol RNA Microprep protocols, including DNA degradation with DNase I. Total RNA was eluted in 10 μL of DNase/RNase free water. Samples were submitted to Medgenome for rRNA depletion, quality verifications, library construction, and ultra‐low input RNA sequencing. RNA integrity was determined by Qubit (Thermo Fisher Scientific) fluorometric quantitation and Tapestation Bioanalyzer (Agilent) analysis. Collected RNA was then converted to cDNA samples by using the Takara SMART‐Seq v4Ultra low Input RNA kit. Generated cDNA was checked for quality utilizing Qubit and Tapestation measures, whereby libraries with marginal pass and higher quality were used for 100 bp paired‐end sequencing on the NovaSeq 6000 (Illumina) platform.

### 2.8 Sequencing Analysis

After RNA‐seq data acquisition, bases with quality scores less than 30 were removed and adapters were trimmed from raw sequencing reads by Trim Galore (v 0.6.4). After trimming, only reads with length greater than 30 bp were mapped to mm10 by STAR (v 2.7.1a). Raw counts and normalized counts for each gene were output by RSEM (v1.2.28). Gene expression in TPMs for each library can be found in Table S1. Genes with an average TPM greater than 5 in at least one group were used to identify differentially expressed genes (DEGs). Only genes with an adjusted *q*‐value less than 0.05 and at least 1.2‐fold change (FC) were considered as DEGs. All DEG pairwise comparisons can be found in Table S2. DEGs were used for GO analysis performed with ClueGO (v2.5.10) (Bindea et al. 2009). GO analysis results can be found in Table S3. DEGs were further evaluated relative to available datasets representing PD risk association studies (Kia et al. 2021; Yao et al. 2021; Zhou et al. 2023), genes enriched in midbrain astrocytes (Saunders et al. 2018), common genes activated in reactive astrocytes (Hasel et al. 2021), age‐related striatal astrocyte genes (Clarke et al. 2018), genes involved in reactive oxygen species (ROS) pathways (Rouillard et al. 2016), and mitochondrial function genes (Rath et al. 2021).

### 2.9 Metabolic Assays

Functional metabolic in situ assays were performed on late‐adulthood aged *Cd38* ^*+/+*^, *Cd38* ^*+/−*^, and *Cd38* ^*−/−*^ mice from a convenience sample of male and female basal ganglia (8–12 months, *x̄* = 10.34 months). Midbrain tissue was removed via microdissection and snap‐frozen for protein‐based applications. Samples were brought to the Virginia Tech Metabolism Core for functional measures of mitochondrial bioenergetics. Measures of pyruvate dehydrogenase, citrate synthase, and cytochrome *c* oxidase enzymatic activity were assayed (see below). Midbrain samples were homogenized in SET buffer (250 mM sucrose, 1 mM EDTA, 10 mM Tris–HCl, and 1 mM ATP, pH 7.4) then distributed across assays. Data were normalized to total protein content per sample.

Mitochondrial electron transport chain function was evaluated by measuring the oxidation rate of cytochrome *c* oxidase. Homogenized samples were added to a solution containing 2 mg/mL reduced cytochrome c reduced with 10 mg/mL sodium dithionite dissolved in a 0.1 M potassium phosphate buffer that contained 1 mg/mL of BSA and 120 mM of lauryl maltoside. Absorbance measures (550 nm) were taken every 10 s for 5 min to measure the oxidation rate of reduced cytochrome *c*. Potassium cyanide (240 μM) was used to inhibit the reaction to ensure the slope was specific to COX. Triplicates of each reading were taken for each sample.

Citrate synthase function was determined by measuring the reduction of DTNB, a process downstream of citrate synthase's catalyzation of citrate and CoASH from acetyl‐CoA and oxaloacetate. Homogenized midbrain samples were added in duplicate to 170 μL solution containing Tris buffer (0.1 M, pH 8.3), DTNB (1 mM, in 0.1 M in Tris buffer), and oxaloacetate (0.01 M, in 0.1 M Tris buffer) at a 1:5 ratio of sample to buffer, respectively. Spectrophotometer (SPECTRAmax ME, Molecular Devices Corporation, Sunnyvale, California) readings were taken after background subtraction. To initiate the reaction, 30 μL of 3 mM acetyl‐CoA per sample was kept at 37°C. Absorbance (405 nm) was measured every 12 s for a total of 7 min. Triplicates of each reading were taken for each sample.

### 2.10 Human Data Curation

Previous works have identified significant associations between the *BST1/FAM200B/CD38* regions, localized to chromosome 4 (Kent et al. 2002), and PD risk (Chang et al. 2017; Nalls et al. 2019). Relative expression profiles for *BST1*, *FAM200B*, and *CD38* mRNA in human tissues were explored by genotype at that locus using GTExPortal version 8 (GTEx Consortium 2020). Cell type‐specific expression data for human cortex was explored using the Human Protein Atlas database single cell database (Karlsson et al. 2021), the Allen Brain Atlas, (Allen Brain Atlas 2006) and the Oldham Brain Expression Correlates database (Kelley et al. 2018). Cell type and region‐specific transcriptional data for mice was downloaded from Dropviz.org; data were normalized to the total unique molecular identifier (UMI) hits for each cell subcluster and multiplied by 100,000, similar to the browser tool. Cell types were categorized based on criteria described by others (Saunders et al. 2018). For the compilation of genes implicated by PD genetic studies, we compiled risk SNPs from recent GWAS studies and used GTExPortal to identify genes affected at the expression or splicing level in human tissues (Chang et al. 2017; Nalls et al. 2014).

### 2.11 Immunofluorescence Analysis

Substantia nigra sections of 40 μm were obtained from perfused, one‐year‐old *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ mice for immunofluorescence analysis of markers for astrocytic reactivity (GFAP) and dopaminergic neurons (TH). Briefly, nigra sections were incubated in a 10% pre‐incubation normal donkey serum blocking buffer for 1 h at RT followed by four, 5‐min washes in 0.3% PBS‐Tween (1X PBS, Gibco, Ref # 10010‐031, and Tween 20, Millipore Sigma, CAS‐No 9005‐64‐5). Sections were then incubated overnight with primary antibodies for mouse anti‐GFAP (Cell Signaling Technology, Cat. #: 3670S) at 1:500, and chicken anti‐Tyrosine Hydroxylase (Abcam, Cat. #: ab76442) at 1:500. Sections were washed in 0.3% PBS‐Tween with four, 5‐min washes. Secondary antibodies for anti‐mouse (Alexa Fluor 555, Donkey Anti‐Mouse, Life Technologies, Cat. #: A31570) at 1:1000, and anti‐chicken (Alexa Fluor 680, Donkey Anti‐Chicken, Jackson ImmunoResearch, Code. #: 703‐625‐155) at 1:1000 were incubated with the nigra sections for 2 h. Subsequently, sections were washed with four, 5‐min washes in 0.3% PBS‐Tween, followed by a 5‐min incubation in DAPI (Invitrogen, Cat. #: 62248). Following this, sections were washed with four, 5‐min washes in 0.3% PBS‐Tween and incubated in an autofluorescence eliminator reagent (Millipore Sigma, Cat. #: 2160) for 5 min. Sections were washed with four, 5‐min washes in 0.3% PBS‐Tween and transferred to 1X PBS (Gibco, Ref # 10010‐031) for mounting. Sections were mounted on Superfrost Plus Slides (Epredia, Ref # 4951PLUS‐001) in Prolong Diamond Antifade Mountant (Invitrogen, Ref # P36961) and left to dry in the dark room overnight before confocal imaging on a Nikon TiX2. Images were captured at a 2048 scan area with an averaging of 4, and a pinhole of 1 AU. For the channels, the following settings were used: 405 (Laser: 45.1, Gain: 66), 488 (Laser: 3.5, Gain: 18.5), 561 (Laser: 14, Gain: 38.6), and 640 (Laser: 33.7, Gain: 58.7). Using ImageJ (FIJI), the substantia nigra pars compacta (SNc) and reticulata (SNr) regions were defined using the RGB image and guided by TH neuron localization. Using the predetermined SNc and SNr ROIs, three 250 × 250‐pixel boxes were selected using the TH neurons as the guiding image. Those ROIs were overlaid onto 561‐channel images for mean intensity measurements of GFAP. Before measurements, 2048 × 2048 RGB images were converted to 8‐bit.

For the quantification of SOX9 positive nuclei in the SNc, 50 μm sections of one‐year‐old *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ mice were stained using the similar technique mentioned above using SOX9 antibody (Abcam, Cat. #: 185966) as an astrocyte nuclear marker and TH (Abcam, Cat. #: ab76442) as a dopaminergic neuronal marker. Nikon A1 confocal was used to image the 50 μm z‐stack images with 0.1 μm steps. After that, ITCN (Automated nuclei counter plugin for ImageJ) Plugin for ImageJ was used to count the SOX9 positive nuclei in the SNc area by considering the TH marker as the guiding area for dopaminergic neurons.

## 3 Results

### 3.1 *Cd38* Is Enriched in Substantia Nigra Astrocytes and Is Required for NAD/NAM Balance and Metabolic Homeostasis in the Midbrain

While some publications suggest that *Cd38* mRNA expression is present across multiple brain cell types (for review, see (Guerreiro et al. 2020)), we sought to empirically determine cell type‐specific expression in mouse brain with publicly available datasets and small molecule fluorescent in situ hybridization (FISH). First, we explored the expression of *Cd38* mRNA by region and cell type in mouse brain using Dropviz.org (Saunders et al. 2018), with empirical evaluation of gene expression patterns using FISH in wildtype (*Cd38* ^*+/+*^) and *Cd38* knockout (*Cd38* ^*−/−*^) brain tissues. These analyses revealed *Cd38* is most abundant in astrocytes and brain‐derived macrophages, with very low expression in neurons of any type (Figure 1a). Using FISH, *Cd38* mRNA expression was localized to astrocytes positive for the expression of *Gja1*, the astrocyte‐enriched gene encoding connexin 34, with little localization of transcript to dopaminergic neurons expressing transcript for tyrosine hydroxylase (*Th*; Figure 1b). Quantification of transcript abundance per cell revealed higher abundance of *Cd38* mRNA in astrocytes than dopaminergic neurons of *Cd38* ^*+/+*^ mice, with almost complete ablation of *Cd38* mRNA in *Cd38* ^*−/−*^ mice (Figure 1c). In support of Dropviz.org data, *Cd38* was found to be more abundant in astrocytes of the midbrain than astrocytes of the dorsolateral striatum (Figure 1d), when compared in sagittal sections containing both substantia nigra and striatum, with *Drd2* used to identify regions with spiny projection neurons and dopaminergic neurons, respectively. Assessment of *Cd38* mRNA abundance in midbrain homogenates confirmed almost complete deletion of transcript in *Cd38* ^*−/−*^mice (Figure 1e), and ablation of CD38 protein was confirmed with Western blotting (Figure 1f). Interestingly, while previous work has documented an increase in CD38 expression with age, this was not observed between 4 and 10 months of age in the midbrain (Figure 1f). Altogether, these data suggest that, in the vicinity of dopaminergic neurons, *Cd38* mRNA is enriched in astrocytes, mRNA and protein are ablated in the brains of *Cd38* ^*−/−*^ mice, and the FISH probe and antibody are specific for CD38 transcript and protein.

**FIGURE 1:**
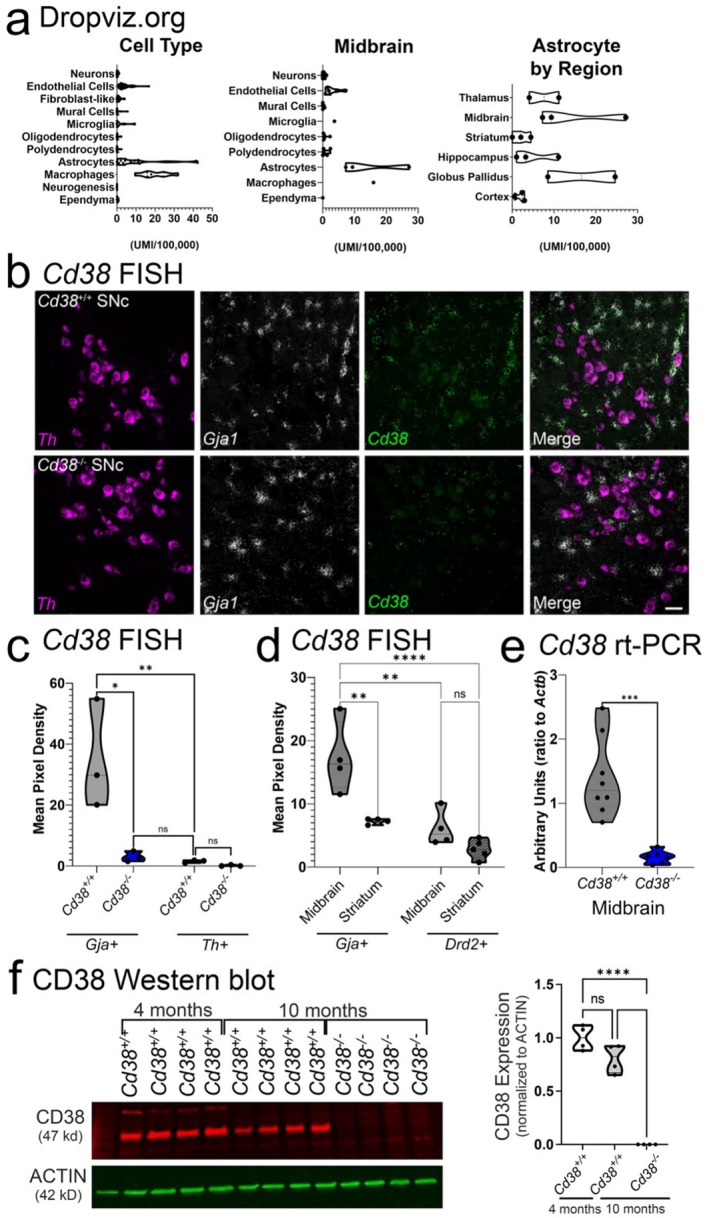
*Cd38* mRNA is primarily expressed by astrocytes in mouse brain. (a) DropViz (Saunders et al. 2018) meta‐analysis reveals that astrocytes have high *Cd38* abundance relative to other cell types (left), especially so in midbrain regions (middle). Basal ganglia astrocyte populations show high abundance (right). (b) Representative FISH images of *Cd38* ^*+/+*^ (top) and *Cd38* ^*−/−*^ (bottom) for tyrosine hydroxylase (*Th*), connexin‐43 (*Gja1*), and *Cd38* mRNA in the midbrain. (c) Single‐cell quantification of *Cd38* in *Gja1*‐positive or *Th*‐positive cells in *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ mice. 2‐way ANOVA with Tukey's post hoc test, *p < 0.05, **p < 0.01. Scale bar = 25 μm. (d) Single‐cell quantification of *Cd38* mRNA in *Gja1*‐positive cells of *Cd38* ^*+/+*^ mice in comparison to *Drd2+* neurons (dopaminergic neurons in midbrain; spiny projection neurons in dorsolateral striatum). 2‐way ANOVA with Tukey's post hoc *t‐*test, **p < 0.01; ****p < 0.0001. (e) RT‐qPCR quantification of *Cd38* mRNA in midbrain from *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ mice. Unpaired *t*‐test assuming unequal variances. ***p < 0.001. (f) CD38 protein was detected in midbrain homogenates of *Cd38* ^*+/+*^ mice (4 or 10 months of age) or *Cd38* ^*−/−*^ mice (10 months). One‐way ANOVA, Tukey's post hoc *t*‐test, ****p < 0.0001.

To determine whether NAD+ to NAM conversion is dependent on CD38 in the brain, similar to peripheral tissues (Aksoy et al. 2006; Braidy et al. 2014), we next assessed whether *Cd38* ablation had an impact on NAD and NAM levels in the midbrain. Here, we used nuclear magnetic resonance (^1^H NMR) to quantify NAD and NAM in tissue homogenates of midbrain with comparison to the striatum from mice 10–12 months of age (representative traces from midbrain data shown in Figure 2a). Complete deletion of *Cd38* caused an increase in NAD+ tissue concentrations in both brain regions (Figure 2b), with a decrease in NAM (Figure 2c) and a corresponding increase in the NAD+/NAM ratio (Figure 2d). Mice heterozygous for the *Cd38* mutant allele did not show any changes in NAD+, NAM, or NAD+/NAM ratio in either brain region.

**FIGURE 2:**
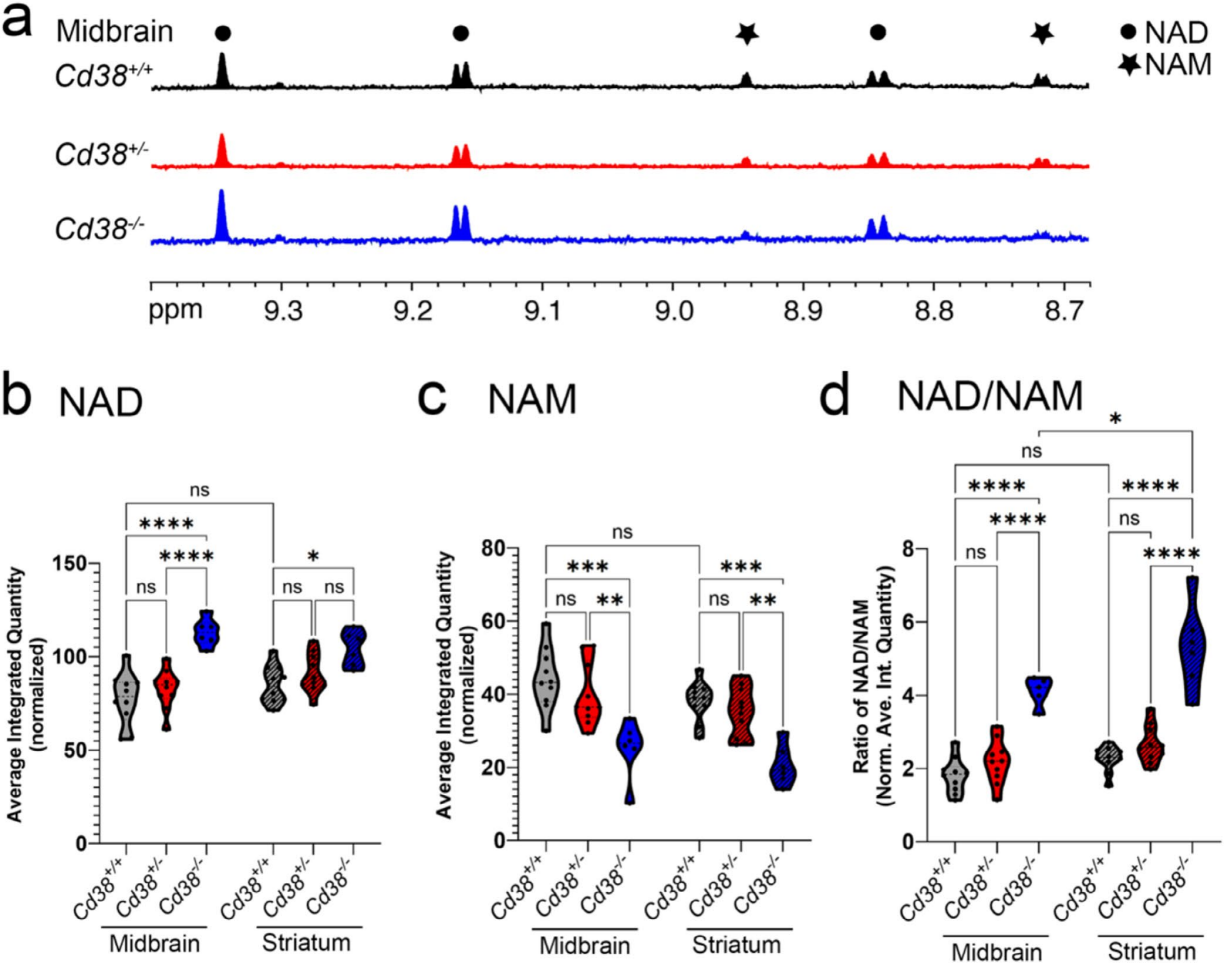
NAD+/NAM ratio changes in the brain of *Cd38*‐deficient mice. (a) ^1^H NMR spectra of three representative midbrain tissue samples showing NAD+ and NAM peaks. Plots showing quantifications of NAD+ (b) and NAM (c) as average integrals of the ^1^H NMR signals and the ratio of NAD+ to NAM (d). Two‐way ANOVA with Tukey's multiple comparisons post hoc *t*‐test *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.2 RNA‐Sequencing Reveals Changes in Transcript Abundance for Metabolic, ROS, and Age‐Related Genes in *Cd38^+/−^* and *Cd38* ^*−/−*^ Astrocytes

Considering the enrichment of *Cd38* in astrocytes, we then assessed the effects of *Cd38* deficiency on the metabolic state of astrocytes using RNA sequencing and functional assays. Cell‐specific MACS isolation protocols (Holt and Olsen 2016; Holt et al. 2019) were utilized to separate astrocytes for RNA sequencing. First, we validated this approach in the midbrain from mice (Figure 3a), demonstrating the enrichment of the astrocyte marker gene *Gja1* in populations pulled down with ACSA‐2 (astrocyte cell surface antigen 2) antibody‐bound beads, enrichment of the microglial marker gene *Tmem119* in populations pulled down with CD11b‐antibody‐bound beads, and the oligodendrocyte marker gene *Mbp* in the remaining cells. Importantly, preferential expression of *Cd38* by astrocytes relative to the other glial populations was confirmed in this pull‐down (Figure 3a). Additionally, qPCR for the neuronal markers tyrosine hydroxylase (*Th*) and the dopamine receptor D1 (*Drd1*) revealed no neuronal contamination in astrocytes isolated from the midbrain (Figure 3a). Based on these results we next isolated midbrain astrocytes from aged (12–14 months, *x̄* = 13.5 months) *Cd38* ^*+/+*^, *Cd38* ^*+/−*^, *and Cd38* ^*−/−*^ mice for next‐generation RNA‐seq applications. 

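RNA of astrocytes isolated with ACSA-2 beads from the midbrain of male mice gave 12 libraries: 3 of Cd38+/+, 3 of Cd38+/− and 6 of Cd38−/− mice. The authors depleted ribosomal RNA, made cDNA with a low-input full-length kit and sequenced paired ends. They trimmed the reads with Trim Galore, mapped them to mm10 with STAR and estimated expression per gene with RSEM. The deposited unit is TPM, expression per transcript length scaled to a fixed library sum, one column per library, over 20614 genes. Every library sums to 1000000 TPM by construction, so the number of reads behind a value is unknown and no interval for counting error can be given. Gene positions are those of GENCODE vM21 on GRCm38 (mm10).
Between 13160 and 13516 genes had a TPM above 0 in the Cd38+/+ libraries (median 13476), between 16160 and 16327 in the Cd38+/− libraries (median 16288) and between 15920 and 17906 in the Cd38−/− libraries (median 16318). No Cd38+/+ library reached the lowest library of the other genotypes (two-sided exact permutation test, p = 0.1 against Cd38+/− and p = 0.0119 against Cd38−/−, each the smallest p that these numbers of libraries allow). Among 11845 expressed genes, the Cd38+/+ libraries listed 193 to 336 at 0, the Cd38+/− libraries 4 to 14 and the Cd38−/− libraries 7 to 10. The median SD of log2 expression between libraries was 0.49 in Cd38+/+, 0.20 in Cd38+/− and 0.23 in Cd38−/−. Pearson's r across genes between pairs of libraries had a median of 0.828 within Cd38+/+, 0.969 within Cd38+/− and 0.973 within Cd38−/−; genes are not independent replicates. The labels and the paper's text name no batch, and these differences in detection run along genotype.
For each comparison, genes with a mean TPM above 5 in at least 1 of the compared genotypes were kept. Their log2(TPM + 1) values were fitted with limma, with the variance moderated along a mean-variance trend. A differentially expressed gene (DEG) had a Storey q-value under 0.05 and at least a 1.2-fold change, the thresholds in the paper's methods. Only the libraries of the compared genotypes entered a fit.

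**Figure D1:**
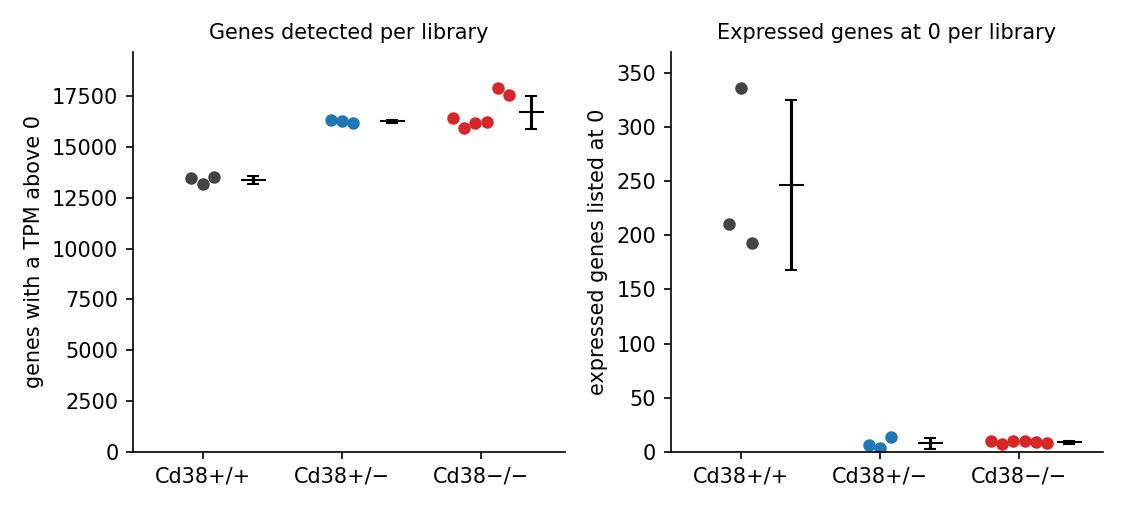
Number of genes with a TPM above 0 (left axis panel) and number of expressed genes listed at 0 (right axis panel) in each library of the 3 genotypes. Points are libraries, and bars give the mean and SD; the Cd38+/+ libraries sit between 13160 and 13516 detected genes.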

Pairwise comparisons between *Cd38* ^*+/−*^ to *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ to *Cd38* ^*+/+*^ were performed to identify DEGs (Table S2), followed by a GO pathway analysis (Table S3).

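Cd38 (ENSMUSG00000029084) lies on chromosome 5 of GRCm38 from 43868553 to 43912375. Its TPM was 125 ± 22.2 (SD, n = 3) in Cd38+/+ libraries, 90.6 ± 0.231 (SD, n = 3) in Cd38+/− libraries and 15.7 ± 5.21 (SD, n = 6) in Cd38−/− libraries. The 3 Cd38+/+ libraries held 148.64, 120.04 and 104.88 TPM, and every library of the other genotypes held less. The log2 fold change of Cd38−/− against Cd38+/+ was -2.96 (standard error 0.28, limma q = 0.00116). Against the same libraries, the log2 fold change of Cd38+/− was -0.44 (standard error 0.18, limma q = 0.226), which is not past the threshold. With limma's library quality weights, which moved the test of Cd38−/− most, its log2 fold change was -3.14 and q = 0.109; over its alternatives q lay between 6.37e-05 and 0.109.

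**Figure D2:**
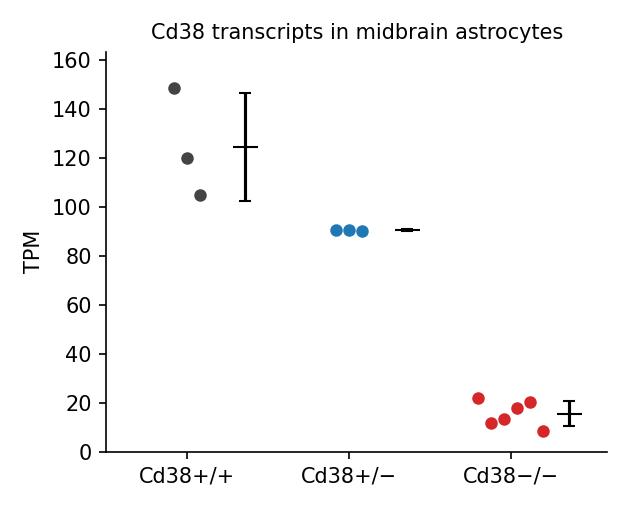
TPM of Cd38 in each library of the 3 genotypes, with the mean and SD beside the points. The Cd38−/− libraries sit between 8.54 and 21.86 TPM, below all Cd38+/− libraries.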

**FIGURE 3:**
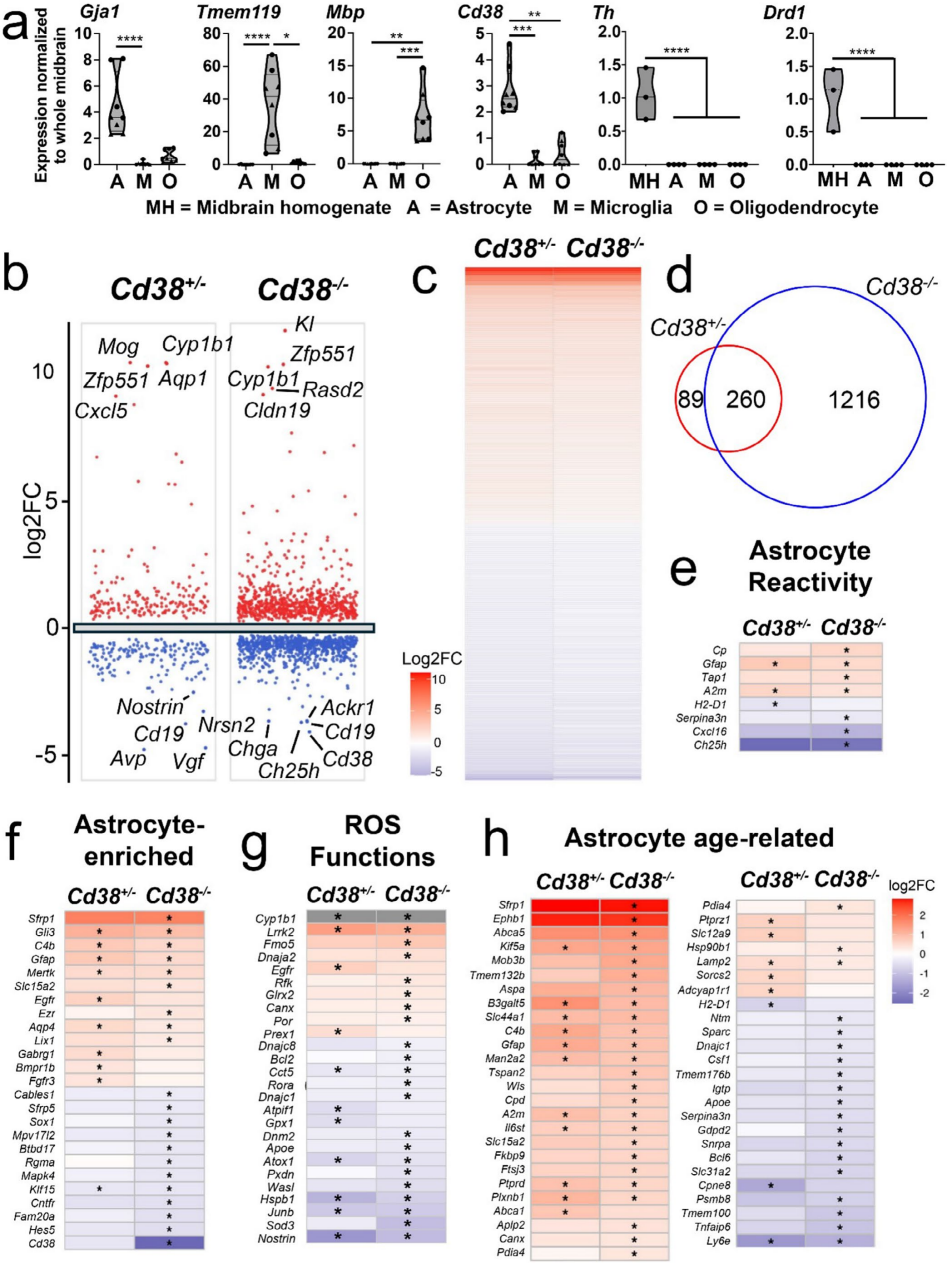
*Cd38*‐deficient astrocytes show robust transcriptional changes. (a) Quantitative PCR of astrocytes, microglia and oligodendrocytes isolated from male (circles) and female (triangle) midbrain confirms purity of pull‐downs and *Cd38* enrichment in astrocytes. Kruskal‐Wallis, Dunn's multiple comparisons test *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (b) Volcano plots from *Cd38* ^*+/−*^ vs. *Cd38* ^*+/+*^ astrocyte comparisons and *Cd38* ^*−/−*^ vs. *Cd38* ^*+/+*^ comparisons show all upregulated (red), downregulated (blue) differentially expressed genes (DEGs). The 5 most highly upregulated and downregulated significant DEGs by fold‐change (log2FC) are labeled. (c) Heatmap indicating 260 shared DEGs in (d) change their expression in the same direction. (d) Venn diagram indicating unique and shared DEGs from *Cd38* ^*+/−*^ and *Cd38* ^*−/−*^ astrocytes, compared to *Cd38* ^*+/+*^ astrocytes. Heatmaps for comparisons against available datasets of genes associated with astrocyte reactivity (e), astrocyte‐enrichment (f), ROS function (g), and age (h). a, *n* = 4 male and 4 female mice, b–d, *n* = 3, *Cd38* ^*+/+*^, *n* = 3 *Cd38* ^*+/−*^, *n* = 6, *Cd38* ^*−/−*^, (*q* ≤ 0.05, log2FC > 1.2). For Figure 3g, gray box represents > 10‐fold change.

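In the comparison of Cd38+/− with Cd38+/+ libraries, 11763 genes were tested and 0 passed the q-value threshold. At an unadjusted p under 0.05 there were 1586 genes, 1117 higher and 469 lower in Cd38+/−, where chance gives 588. The smallest q-value was 0.158. In 2642 genes (22.5%) the libraries of the genotypes did not overlap, which chance gives for 10% of genes with 3 libraries against 3.
In the comparison of Cd38−/− with Cd38+/+ libraries, 970 of 11722 genes were DEGs, 752 higher and 218 lower in Cd38−/−. Without overlap between the genotypes were 1386 genes (11.8%), against 2.38% by chance. The split into higher and lower DEGs moved with the scaling of the libraries: 77.5% were higher here, 58.6% with median-ratio scaling, 59.9% with quantile normalization, and 32.4% after the trend on transcript length and GC content was removed from each library. Of the alternatives, one fit of all 12 libraries moved the Cd38+/− count most, to 1464 DEGs, and leaving out Cd38+/+ replicate 3 gave the highest Cd38−/− count, 3119 DEGs. Without Cd38−/− replicate 2 that count was 74. It was 1 with library quality weights and 2 with the replicate number as a block. The labels do not state that equal replicate numbers pair samples. The block kept only 3 Cd38−/− libraries, and sets of 3 without a block gave 0 to 1 DEGs. Losing a call under the block therefore says little about that gene. On simulated changes with the same numbers of libraries, this procedure recovered 79 of 200 changed genes for Cd38+/− and 152 of 199 for Cd38−/−. The simulation gave both genotypes of a comparison the same spread. The libraries did not share it (median SD 0.49 in Cd38+/+, 0.20 in Cd38+/− and 0.23 in Cd38−/−).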

We were able to identify 349 significant DEGs in *Cd38* ^*+/−*^ to *Cd38* ^*+/+*^ comparisons, and a total of 1476 significant DEGs were identified in *Cd38* ^*−/−*^ to *Cd38* ^*+/+*^ comparisons (Figure 3b, *Cd38* ^*+/−*^ vs. *Cd38* ^*+/+*^: 183 upregulated and 166 downregulated; *Cd38* ^*−/−*^ vs. *Cd38* ^*+/+*^: 718 upregulated and 762 downregulated). Of these, 89 DEGs were unique to the *Cd38* ^*+/−*^ to *Cd38* ^*+/+*^ comparison, 260 DEGs were shared between the *Cd38* ^*+/−*^ to *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ to *Cd38* ^*+/+*^ comparisons, and 1216 DEGs were unique to *Cd38* ^*−/−*^ to the *Cd38+/+* comparison (Figure 3c,d). Therefore, approximately 75% of DEGs identified in *Cd38* ^*+/−*^ were also identified in *Cd38* ^*−/−*^ comparisons, while the unique set of *Cd38* ^*−/−*^ DEGs compromised approximately 82% of identified genes (Figure 3d).

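No gene was a DEG in both comparisons, so all 970 DEGs belonged to Cd38−/− against Cd38+/+ alone. Without the filter on low values, which tests more genes, 550 DEGs were shared, of 663 for Cd38+/− and 2283 for Cd38−/−. One fit of all libraries, in which the variance also rests on the other mutant genotype, gave 1029 shared DEGs. A DEG of one comparison that is not a DEG of the other is not shown to differ between the mutant genotypes; tested directly, Cd38−/− against Cd38+/− gave 4 DEGs among 11563 genes.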

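With 0 DEGs in Cd38+/−, 0 were shared. At an unadjusted p under 0.05, the 1586 genes of Cd38+/− and the 2767 genes of Cd38−/− had 1164 in common. Both gene sets were obtained against the same 3 Cd38+/+ libraries.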

Overlapping DEGs revealed differentially expressed genes involved in astrocyte activation (in the context of LPS‐mediated inflammation (Hasel et al. 2021)) (Figure 3e), genes that are unique to astrocytes or astrocyte‐enriched (Figure 3f), genes involved in reactive oxygen species (ROS) control (Rouillard et al. 2016) (Figure 3g), and genes which have been shown to change in astrocytes with age (Clarke et al. 2018) (Figure 3h). 

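Figure 3e–h lists genes that the study chose on these libraries, so counts adjusted over the list alone are not independent evidence. Of the 8 reactivity genes, 5 were DEGs in Cd38−/− over all genes tested and 5 adjusted over the list alone; for Cd38+/− these counts were 0 and 3, with 5 genes at an unadjusted p under 0.05. Of the 25 astrocyte-enriched genes, 12 were DEGs in Cd38−/−, 8 higher and 4 lower, and 18 passed adjusted over the list alone; for Cd38+/− the counts were 0 and 13, with 14 genes at an unadjusted p under 0.05. In Cd38−/− the log2 fold changes of the 26 ROS genes ran from -1.38 to 2.47 and those of the 50 age-related genes from -0.91 to 2.36, the largest of each against low Cd38+/+ values, where they depend on the pseudocount. All 3 Cd38+/+ libraries, the ones with the fewest detected genes, enter each of these values.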

Regulation of ROS is paramount as free radicals can intercept electrons and damage cellular DNA/RNA, proteins, and membranes. Additionally, increased cellular ROS accumulation incurs mitochondrial damage and can contribute to bioenergetic dysfunction (Nissanka and Moraes 2018). 

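Aqp4 (ENSMUSG00000024411, chromosome 18 from 15389496 to 15410982) encodes a water channel. Its TPM was 466 ± 94.8 (SD, n = 3) in Cd38+/+, 956 ± 10.4 (SD, n = 3) in Cd38+/− and 757 ± 99.1 (SD, n = 6) in Cd38−/− libraries. The log2 fold change was 0.71 in Cd38−/− (standard error 0.15, limma q = 0.0200) and 1.05 in Cd38+/− (standard error 0.17, limma q = 0.158). Its Cd38−/− call was lost in 2 of the 9 fits that each left out 1 library, those without Cd38−/− replicate 1 or 5.
Gfap (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912) encodes an intermediate filament protein. It had 288 ± 72.6 TPM (SD, n = 3) in Cd38+/+, 743 ± 50.8 (SD, n = 3) in Cd38+/− and 576 ± 125 (SD, n = 6) in Cd38−/−. In log2 terms the change was 1.00 in Cd38−/− (limma q = 0.0175) and 1.39 in Cd38+/− (limma q = 0.158). Without Cd38−/− replicate 2 the former had q = 0.0532 and was no longer called.
C4b (ENSMUSG00000073418, chromosome 17 from 34728380 to 34743882), a complement component, rose from 97.7 ± 31.4 TPM (SD, n = 3) in Cd38+/+ to 192.11, 234.42 and 247.72 TPM in the Cd38+/− libraries and 175 ± 34.1 (SD, n = 6) in Cd38−/−. On the log2 scale it changed by 0.86 in Cd38−/− (limma q = 0.0281, lost in 4 of the 9 fits) and 1.23 in Cd38+/− (limma q = 0.158). For these 3 genes every library of either mutant genotype lay above every Cd38+/+ library (two-sided exact permutation test, p = 0.0119 for Cd38−/− and p = 0.1 for Cd38+/−, the smallest possible).
Cxcl5 (ENSMUSG00000029371, chromosome 5 from 90759360 to 90761624), a chemokine, was listed at 0.03, 0 and 0 TPM in the Cd38+/+ libraries. The Cd38+/− libraries held 1.96, 17.82 and 3.3 TPM, and the Cd38−/− libraries 2.53 to 11.18 TPM (mean 5.21 ± 3.15, SD, n = 6; limma q = 0.0170). In Cd38+/− limma gave q = 0.202. Without Cd38−/− replicate 5 the q in Cd38−/− was 0.0552. The calls of all 4 genes in Cd38−/− were lost with library quality weights or with the replicate block, which kept only 3 Cd38−/− libraries.

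**Figure D3:**
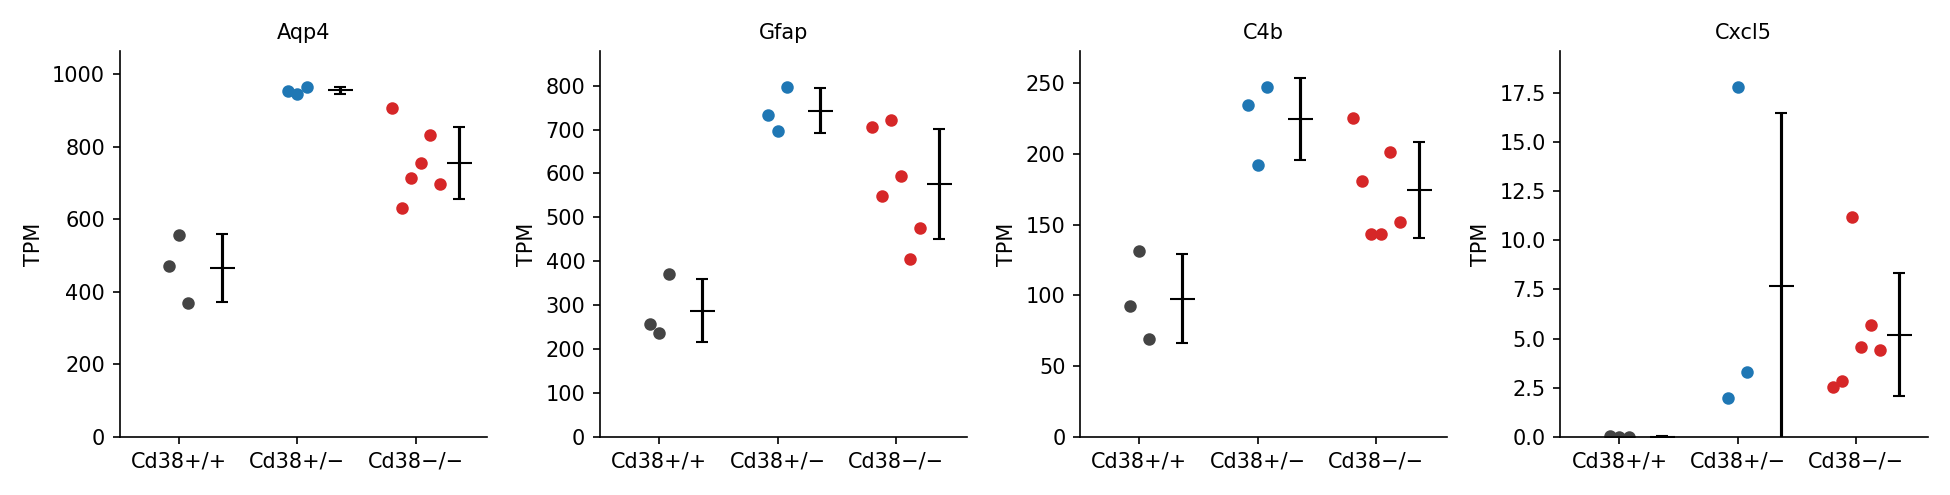
TPM of Aqp4, Gfap, C4b and Cxcl5 in each library of the 3 genotypes, with the mean and SD beside the points. Gfap lies between 236.13 and 370.78 TPM in Cd38+/+ and between 405.77 and 722.74 TPM in Cd38−/−.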

Upregulated genes of interest include those that regulate water homeostasis (*Aqp4*) and inflammatory status (*Gfap, C4b, Cxcl5*). *Gfap* is of particular interest as its upregulation suggests elevation in reactive astrogliosis (Lawrence et al. 2023). Astrocytes are also capable of responding to immune system signals and responding as immune effectors (Dong and Benveniste 2001). Relevant to the hallmarks of neurodegenerative disease, *Cd38*‐deficient astrocytes also had disruptions to genes that regulate DNA/RNA functions (*Trex1*), protein homeostasis (*Ubb*), and cellular bioenergetics (*Cox10*). 

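Trex1 (ENSMUSG00000049734, chromosome 9 from 109057933 to 109059734) fell from 36.9 ± 2.64 TPM (SD, n = 3) in Cd38+/+ to 16.7 ± 0.901 (SD, n = 3) in Cd38+/− and 17.8 ± 2.19 (SD, n = 6) in Cd38−/−. A log2 fold change of -1.01 was found in Cd38−/− (limma q = 0.0150) and -1.10 in Cd38+/− (limma q = 0.176). Without Cd38−/− replicate 2 the former was not called (q = 0.0519).
Cox10 (ENSMUSG00000042148, chromosome 11 from 63962627 to 64079468) had 40.1 ± 6.54 TPM (SD, n = 3) in Cd38+/+, 21.9 ± 1.69 (SD, n = 3) in Cd38+/− and 20.2 ± 2.75 (SD, n = 6) in Cd38−/−. Its log2 fold change was -0.95 in Cd38−/− (limma q = 0.0192) and -0.84 in Cd38+/− (limma q = 0.184); the call was lost in 4 of the 9 fits that left out 1 library.
Ubb (ENSMUSG00000019505, chromosome 11 from 62551171 to 62553213), a polyubiquitin gene, had 4218 ± 497 TPM (SD, n = 3) in Cd38+/+, 3005.75, 3174.51 and 3258.80 TPM in the Cd38+/− libraries and 3597 ± 301 (SD, n = 6) in Cd38−/−. The log2 fold change of -0.42 in Cd38+/− (limma q = 0.193) and that of -0.23 in Cd38−/− (limma q = 0.165) were not past the threshold, and in Cd38−/− the libraries overlapped with those of Cd38+/+. Under none of the settings tried was Ubb a DEG in Cd38−/−.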

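Klf6 (ENSMUSG00000000078, chromosome 13 from 5861482 to 5870394) fell from 118 ± 5.28 TPM (SD, n = 3) in Cd38+/+ to 62.6 ± 12.9 (SD, n = 3) in Cd38+/− and 62.5 ± 6.63 (SD, n = 6) in Cd38−/−. In log2 terms the change was -0.92 in Cd38+/− (limma q = 0.176) and -0.91 in Cd38−/− (limma q = 0.00616), and no fit without 1 library removed the latter call. It was lost with library quality weights and with the replicate block. Klf2 (ENSMUSG00000055148, chromosome 8 from 72319033 to 72321656) had a log2 fold change of -1.23 in Cd38+/− (limma q = 0.180) and -0.92 in Cd38−/− (limma q = 0.0927). Without Cd38+/+ replicate 3 it was a DEG in Cd38−/− (q = 0.0297).
Arhgef16 (ENSMUSG00000029032, chromosome 4 from 154278486 to 154301676) was listed at 0, 0 and 0.14 TPM in Cd38+/+ and had 7.18 ± 2.20 TPM (SD, n = 3) in Cd38+/− and 6.65 ± 2.62 (SD, n = 6; limma q = 0.00616) in Cd38−/−. Zfp551 (ENSMUSG00000034071, chromosome 7 from 12415153 to 12422751) was listed at 0 in all 3 Cd38+/+ libraries and had 5.95 ± 0.739 TPM (SD, n = 3) in Cd38+/− and 5.95 ± 1.05 (SD, n = 6; limma q = 0.00491) in Cd38−/−. Zfp407 (ENSMUSG00000048410, chromosome 18 from 84128027 to 84589725) was listed at 1.46, 0 and 0.74 TPM in Cd38+/+, with a mean of 8.12 ± 3.22 TPM (SD, n = 3) in Cd38+/− and 6.11 ± 1.65 (SD, n = 6; limma q = 0.0180, lost in 3 of the 9 fits without 1 library) in Cd38−/−. Zfp251 (ENSMUSG00000022526, chromosome 15 from 76851609 to 76871435) rose from 5.33 ± 1.63 TPM (SD, n = 3) to 20.6 ± 3.75 (SD, n = 3) in Cd38+/− and 16.0 ± 2.61 (SD, n = 6) in Cd38−/−, where its log2 fold change was 1.45 (limma q = 0.0160, lost in 2 of the 9 fits). The Cd38−/− calls of Arhgef16, Zfp551, Zfp407 and Zfp251 were lost with library quality weights and with the replicate block.
Slc38a5 (ENSMUSG00000031170, chromosome X from 8271133 to 8280179) was lower in Cd38−/− by a log2 fold change of -1.31 (limma q = 0.0399), a call lost in 6 of the 9 fits without 1 library. Arhgdia (ENSMUSG00000025132, chromosome 11 from 120578104 to 120581624) was lower at -0.38 (limma q = 0.0433), a call lost in 7 of the 9 fits without 1 library. Arhgap27 (ENSMUSG00000034255, chromosome 11 from 103331497 to 103363692) was lower at -1.25 (limma q = 0.0469), a call lost in 8 of the 9 fits; Cd38−/− replicate 2 held 20.64 TPM and the other 5 Cd38−/− libraries 5 to 9.26 TPM. Tmem161b (ENSMUSG00000035762, chromosome 13 from 84222296 to 84296141) had a log2 fold change of 0.67 in Cd38−/− (limma q = 0.0743; q = 0.0386 and a DEG without Cd38+/+ replicate 2). Tmem204 (ENSMUSG00000024168, chromosome 17 from 25057702 to 25083591) had one of -0.94 (limma q = 0.0867; q = 0.0230 and a DEG without Cd38+/+ replicate 3). In Cd38+/− these 5 genes moved the same way, with log2 fold changes of -1.42 for Slc38a5, -0.36 for Arhgdia, -1.69 for Arhgap27, 0.91 for Tmem161b and -1.10 for Tmem204.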

Dysregulation of groups of genes that regulate RhoGTPase activity (*Arhgap27*, *Arhgdia, Arhgef16*), Krüppel‐like factors (*Klf2, Klf6*), solute carriers (*Slc12a6, Slc38a5*), transmembrane proteins (*Tmem161b, Tmem204*), and zinc finger proteins (*Zfp251, Zfp407, Zfp551*) are amongst the many DEGs identified within the overlapping dataset. It is important to note, that within the overlapped DEGs group, directionality was shared between *Cd38* ^*+/−*^ and *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ and *Cd38* ^*+/+*^ pairwise comparisons. 

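Of the 951 Cd38−/− DEGs that were tested in both comparisons, 948 had the same sign in Cd38+/−. Among the genes with an unadjusted p under 0.05 in both comparisons, 1162 of 1164 went the same way. Across all 11640 genes, the log2 fold changes had a Pearson's r of 0.909 and a Spearman's rho of 0.881; genes are not independent replicates. The median ratio of the Cd38+/− to the Cd38−/− log2 fold change among those DEGs was 0.976. Both comparisons use the same 3 Cd38+/+ libraries. In 100 simulations of unchanged mutant groups against these libraries, r lay between 0.891 and 0.913 (median 0.904), and among genes in the largest 10% of both changes a median of 99.8% had the same sign. Over all genes, 85.3% had the same sign, against 80.3% to 82.1% in the simulations. When each mutant genotype got its own Cd38+/+ libraries, r lay between 0.065 and 0.190 over the 6 ways to assign them.

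**Figure D4:**
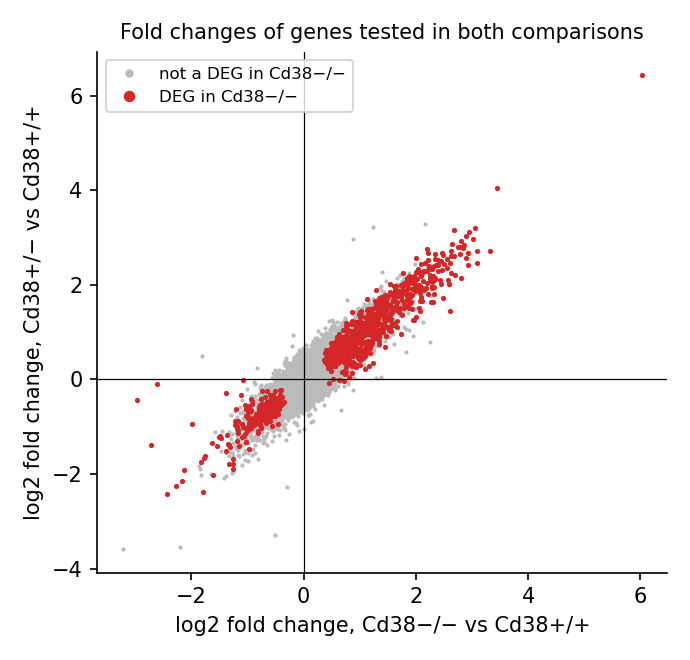
Log2 fold change against Cd38+/+ in Cd38−/− (horizontal axis) and in Cd38+/− (vertical axis) of the 11640 genes tested in both comparisons, with the DEGs of Cd38−/− in red. Both axes share the same 3 Cd38+/+ libraries, and 948 of 951 DEGs lie in the quadrants where the signs are the same.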

Altogether, dysregulation of essential biological processes is suggested by *Cd38* deficiency.

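The 970 Cd38−/− DEGs were spread over the range of expression: 207 lay in the lowest 20% of genes by mean TPM, 190 of them higher, and 165 in the highest 20%, 97 of them higher. All tested genes in Cd38−/− had a median log2 fold change of 0.15, from 0.38 in the lowest 20% to 0.03 in the highest. It was 0.03 after median-ratio scaling and -0.07 after the trend on transcript length and GC content was removed. With TPM averaged within genotypes before the log2, the median was 0.082, from 0.135 in the lowest 20% to 0.020 in the highest. Part of this shift therefore rests on averaging log2 values of libraries that differ in spread. Of the DEGs, 98 were listed at 0 in at least 1 Cd38+/+ library, and all 98 were higher in Cd38−/−. Taking its DEG results together, the paper proposes that Cd38 deficiency dysregulates essential biological processes.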

Following DEG identification, we performed a GO pathway analysis to evaluate dysregulated biological processes as a result of *Cd38* deficiency (Figure 4). These analyses indicated that metabolic processes were over‐represented in the data GO terms when comparing *Cd38* ^+/+^ to *Cd38* ^+/−^ astrocytes, and, indeed, represented 54% of all significantly dysregulated GO terms in this comparison (Figure 4a). 

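The GO shares were not recomputed. For the phosphate metabolic process term of Table S3, which lists genes called by the study in Cd38+/− against Cd38+/+, 49 genes were tested here. Of these, 30 were higher and 19 lower in Cd38+/−, and 44 had an unadjusted p under 0.05. None was a DEG over all genes tested; adjusted over the list alone 44 passed, which is not independent evidence, since the study chose the genes on these libraries. The median log2 fold change of the list was 0.63 in Cd38+/−.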

GO circo plots show the top 10 gene ontology enrichment terms related to metabolic processes comparing *Cd38* ^*+/−*^ vs. Cd38^+/+^ (Figure 4b) and the top 10 most significant (based on *p* value) dysregulated GO terms, across all functional groups (Figure 4b).

**FIGURE 4:**
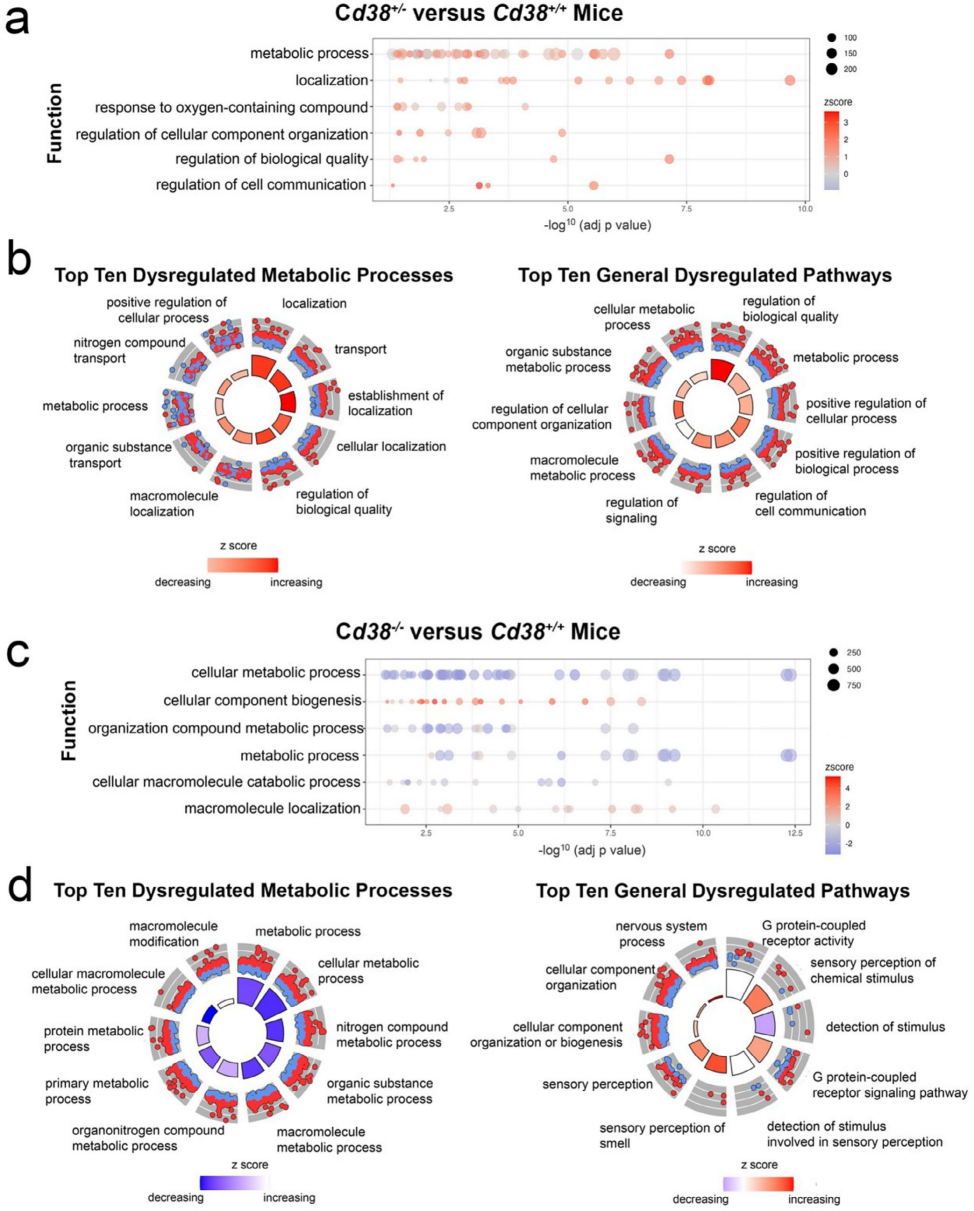
Transcriptomic pathway analysis reveals key differences between control and *Cd38*‐deficient astrocytes. (a) CLUGO GO analysis showing functional groups with the largest number of GO terms comparing *Cd38* ^*+/−*^ vs. *Cd38* ^*+/+*^ astrocytes. Each bubble represents a GO sub‐term associated with the indicated process. Colors represent Z‐scores. The size of the bubbles corresponds to the number of genes in each term. (b) GO CIRCO plot shows the top 10 gene ontology enrichment terms related to metabolic processes comparing *Cd38* ^*+/−*^ vs. *Cd38* ^*+/+*^ astrocytes (left), and the top 10 most significant GO terms in *Cd38* ^*+/−*^ vs. *Cd38* ^*+/+*^ astrocytes (right). (c) CLUGO GO analysis shows functional groups with the largest number of GO terms comparing *Cd38* ^*−/−*^ vs. *Cd38* ^*+/+*^. (d) GO circo plot for the top 10 gene ontology enrichment terms related to metabolic processes comparing *Cd38* ^*−/−*^ vs. *Cd38* ^*+/+*^ (left) and the top 10 most significant GO terms *Cd38* ^*−/−*^ vs. *Cd38* ^*+/+*^ (right).

GO pathway analysis of DEGs identified in the *Cd38* ^*−/−*^ to *Cd38* ^*+/+*^ comparison was also performed utilizing the same criteria as above. Utilizing these thresholds, we revealed 173 total significant GO terms. Here, terms identified from total DEGs analyses again identified overrepresentation of terms related to metabolic processes (Figure 4c; 27% of total terms, Table S3). GO circo plots show the top 10 gene ontology enrichment terms related to metabolic processes comparing *Cd38* ^*−/−*^ vs. *Cd38* ^*+/+*^ (Figure 4d, left) and the top 10 most significant (based on *p* value) dysregulated GO terms across all functional groups (Figure 4d, right).

### 3.3 *Cd38* Deficiency Affects Bioenergetics

Based on the evidence of metabolic disruptions and the transcriptional changes of metabolic genes in the *Cd38*‐deficient mice, we next explored whether *Cd38* deficiency causes metabolic changes in midbrain tissues of *Cd38* ^*+/+*^, *Cd38* ^*+/−*^, and *Cd38* ^*−/−*^ mice 10–12 months of age. Measures of pyruvate oxidation, citrate synthase (CS), and cytochrome *c* oxidase activity (complex IV) were of interest given the consumption of NAD+ by pyruvate oxidation and TCA cycle activity and the generation of NAD+ by oxidative phosphorylation. In a 3‐month‐old midbrain sample, pyruvate oxidation was significantly downregulated in *Cd38* ^*−/−*^ mice (Figure 5a), while no changes in citrate synthase activity, cytochrome c oxidase and COX/CS ratio (Figure 5b–d) were observed amongst genotypes, suggesting early metabolic dysfunction in *Cd38*‐deficient mice, particularly changes in mitochondrial utilization of pyruvate. In the 12‐month‐old sample, while no statistically significant differences were observed in pyruvate oxidation (Figure 5e), an increase was observed in citrate synthase activity when comparing *Cd38* ^*−/−*^ to *Cd38* ^*+/+*^ midbrain tissues (Figure 5f). We observed no significant differences in cytochrome *c* oxidase between genotypes normalized to protein (Figure 5g), yet COX activity as a ratio to citrate synthase activity was reduced in *Cd38* ^*−/−*^ as compared to *Cd38* ^*+/+*^ mice (Figure 5h), indicating age‐dependent changes in mitochondrial content and dysregulation of oxidative phosphorylation (Complex IV) in the absence of *Cd38*, confirming the metabolic and bioenergetic changes observed in the transcriptional dataset.

**FIGURE 5:**
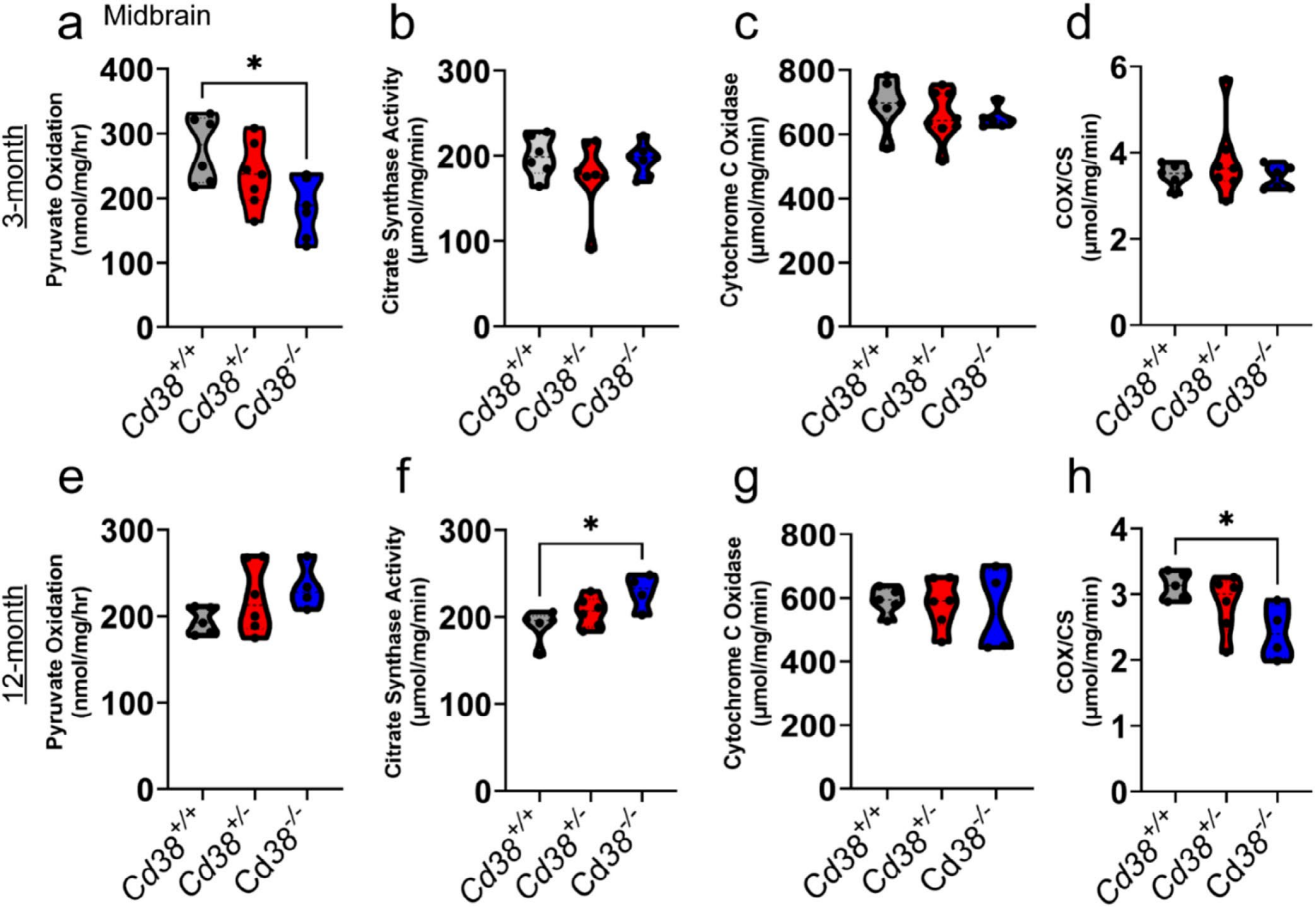
*Cd38* deficiency alters regional bioenergetics. Functional metabolic in situ measurements were assessed in midbrain of 3‐month and 12‐month for pyruvate oxidation (a, e), citrate synthase (CS) activity (b, f), and cytochrome c oxidase (COX) activity (c, g), with normalization of COX activity to CS activity (d, h). One‐way ANOVA, Tukey's multiple comparisons post hoc *t*‐test *p < 0.05. *n* = 4–6/group.

### 3.4 Evidence for Increased Glial Reactivity in the Substantia Nigra Pars Compacta (SNc) of *Cd38* ^*−/−*^ Mice

Based on astrocyte enrichment of CD38 and evidence for a regulatory role in inflammatory processes (Amici et al. 2018; Lischke et al. 2013; Musso et al. 2001), we sought to evaluate the effects of CD38 deficiency on the phenotypic states of astrocytes. 

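C4b, Gfap and Aqp4, each higher in both mutant genotypes than in Cd38+/+ libraries, were also compared between the mutant genotypes, without the Cd38+/+ libraries. Their log2 fold changes in Cd38−/− against Cd38+/− were -0.38 (standard error 0.16, limma q = 0.300) for C4b, -0.40 (standard error 0.17, limma q = 0.305) for Gfap and -0.35 (standard error 0.11, limma q = 0.231) for Aqp4. None was a DEG, and 3 of 3 had an unadjusted p under 0.05. For Aqp4, every Cd38−/− library lay below every Cd38+/− library (two-sided exact permutation test, p = 0.0357).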

We identified transcriptional changes in genes related to astrocyte inflammation and reactivity, notably increased expression of *C4b*, *Gfap*, and *Aqp4*, further suggesting *Cd38* deletion may impact the phenotypic state of astrocytes. To further explore the functional consequences of these transcriptional changes in vivo, we performed immunofluorescence for GFAP, a marker of astrocytic inflammation and reactivity, in the substantia nigra of 9–12‐month‐old *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ mice (Figure 6a). We analyzed astrocytes in their respective regions of the substantia nigra (pars compacta: SNc; pars reticulata: SNr). Nested *t*‐test analyses of immunofluorescence revealed increased mean pixel density of GFAP in the SNc of *Cd38* ^*−/−*^ mice in two separate experiments (Figure 6b,c), with more variable results in GFAP immunoreactivity in the SNr (Figure 6d,e). This inconsistency in the SNr between experiments could be due to rostral‐to‐caudal sampling differences, as our results indicated a robust enrichment in GFAP immunoreactivity in the SNr versus SNc of the midbrain of both *Cd38* ^*+/+*^ (Figure 6f) and *Cd38* ^*−/−*^ animals (Figure 6g). To determine whether the increases in inflammatory markers observed were due to changes in astrocyte number, we measured SOX9 counts in the SN and found no significant differences between the genotypes (Figure S3). These data indicate that deletion of CD38 causes changes in astrocyte reactivity state in the proximity of dopaminergic neuron cell bodies in the SN, with no changes in astrocyte numbers.

**FIGURE 6:**
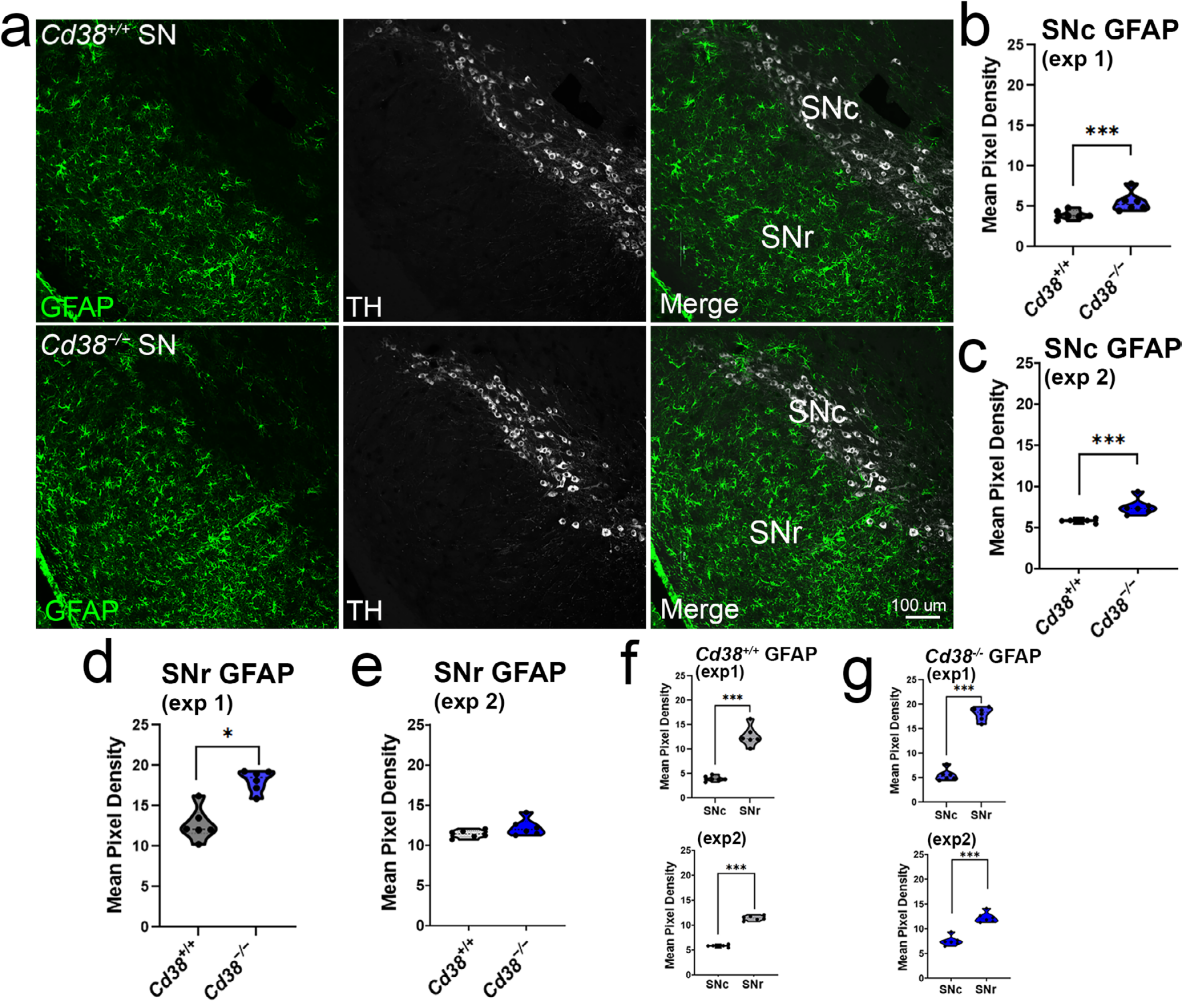
*Cd38* deficiency increases glial reactivity in the substantia nigra. (a) Representative images of immunofluorescence for GFAP and TH in *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ sections of substantia nigra pars compacta (SNc) and pars reticulate (SNr). (b) Nested *t*‐test revealed significantly higher mean pixel density of GFAP in the SNc in *Cd38* ^*−/−*^ compared to *Cd38* ^*+/+*^ in two experiments (b: *p* = 0.0008 and c: *p* = 0.0152) with variable expression in the SNr in two experiments (d: *p* = 0.0156 and e: *p* = 0.38). *n* = 3 *Cd38* ^*+/+*^ and *n* = 3 *Cd38* ^*−/−*^;3 nigral sections with 6 images per animal in both experiments. Nested *t*‐tests revealed significantly higher GFAP expression in the SNr compared to the SNc in two experiments in both *Cd38* ^*+/+*^ (f: *p* = 0.0004, *p* = 0.0002), and *Cd38* ^*−/−*^ (g: *p* = 0.0003, *p* = 0.0007) mice.

### 3.5 Differentially‐Expressed Transcripts in *Cd38*‐Deficient Mice Overlap With Genes Involved in Parkinson's Disease, Alzheimer's Disease, and Senescent State of Astrocytes

Considering recent studies suggesting that CD38 biology may be potentially useful to understand PD risk, we sought to determine whether alterations in *Cd38* expression are associated with the PD risk allele *rs11724635* (C effect allele: OR 0.89; A effect allele: OR 1.1) identified by others (Chang et al. 2017; Nalls et al. 2019). We explored associations between *rs11724635* and the expression of nearby genes *FAM200B*, *BST1* (upstream), and *CD38* (downstream) (Figure 7a) using the GTEx Portal (v. 8) (Chen et al. 2014; Li et al. 2019; Sharma et al. 2012). Notably, the A allele of *rs11724635* is associated with decreased *CD38* expression in the brain (Figure 7a, right, Figure S1), with no significant changes in *CD38* gene expression in non‐nervous system tissues (Figure S1). There were no associations observed between *BST1* expression and genotype in brain tissues, but there was increased *FAM200B* expression in brain tissues of A/A carriers (no mouse homologue). Evaluation of *CD38* expression by cell type in publicly available datasets (Allen Brain Atlas 2006; Karlsson et al. 2021; Kelley et al. 2018; Uhlén et al. 2015) revealed enrichment of *CD38* in astrocytes throughout the brain (mean expression: 240.4 nTPM), with the highest abundance in astrocytes of the human midbrain (308.6 nTPM) (Figure 7b) These data indicate that, similar to mice, humans show an enrichment of *CD38* expression in astrocytes with respect to other cell types.

**FIGURE 7:**
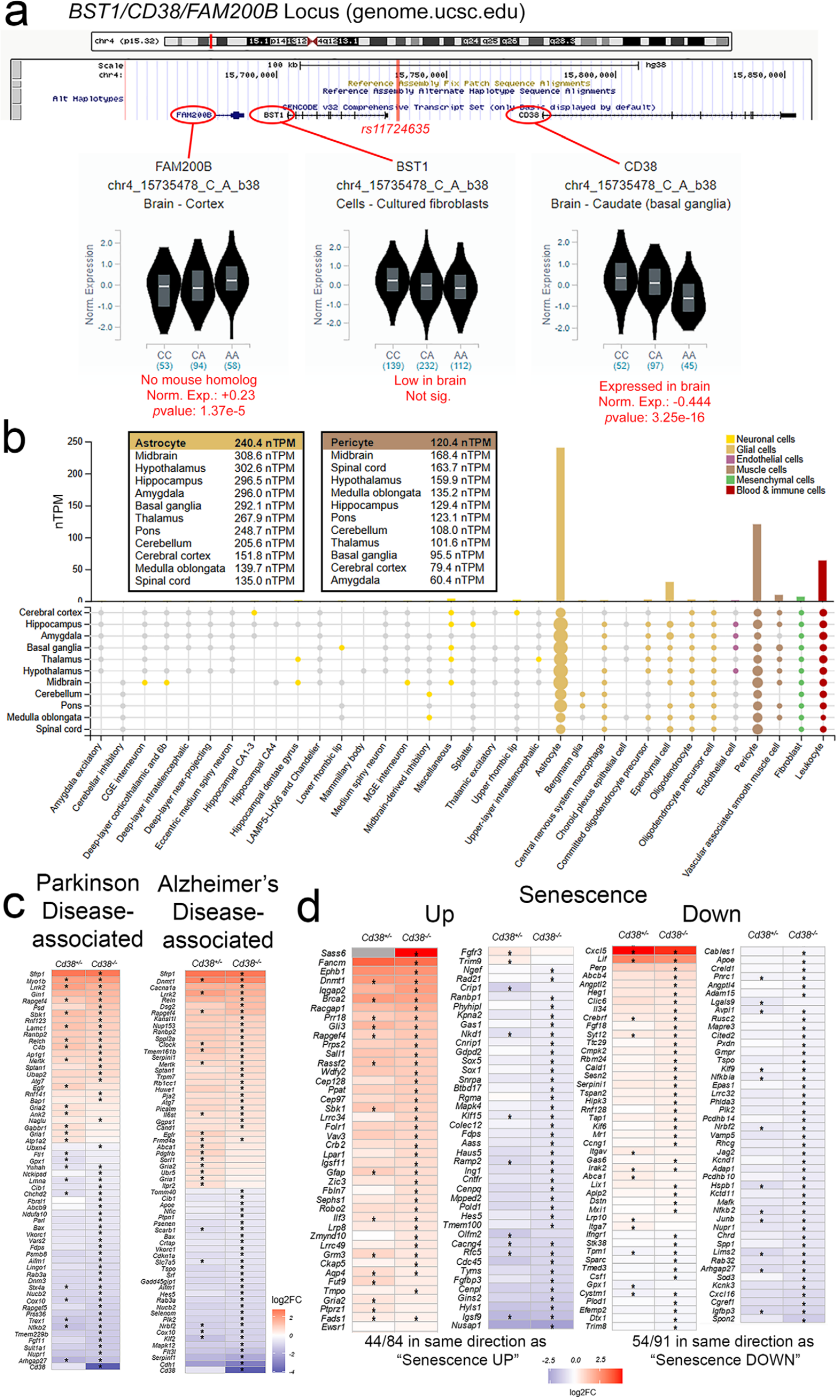
Relevance of *CD38* deficiency for pathobiological processes in Parkinson's disease and Alzheimer's disease. (a) *rs11724635* (top, red line) is located in the FAM200B/BST1/CD38 locus; individuals homozygous for the A/A PD risk allele exhibit increased expression of *FAM200B* (cortex as an example; left), no change in *BST1* (middle), and decreased expression of *CD38* (basal ganglia; right) (Kent et al. 2002). (b) Single‐cell transcriptional data from the Human Protein Atlas (Li et al. 2019), (c‐d) DEGs from Cd38+/‐ and Cd38‐/‐ vs. Cd38+/+ astrocytes overlap with genes associated with PD, AD (c) and senescence (d).

Mitochondrial dysfunction is highly associated with PD; therefore, we sought to determine if our datasets indicate mitochondrial perturbations. Utilizing the MitoCarta 3.0 database (Rath et al. 2021), we evaluated our DEGs against those established to be directly involved with mitochondrial function. *Cd38* ^*+/−*^ and *Cd38* ^*−/−*^ comparisons indicated that 18 and 114 DEGs, respectively, are implicated in mitochondrial function (Figure S1). Shared amongst identified genes are those that mediate fatty acid synthesis (*Acacb*), complex IV activity (*Cox10*), protein synthesis (*Mrpl41*), complex I activity (*Ndufb7*), and mitochondrial DNA regulation (*Top1mt*). 

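Mrpl41 (ENSMUSG00000036850, chromosome 2 from 24974117 to 24975098), for a mitochondrial ribosomal protein, fell from 237 ± 3.37 TPM (SD, n = 3) in Cd38+/+ to 105.20, 125.97 and 152.91 TPM in the Cd38+/− libraries and 130 ± 17.5 (SD, n = 6) in Cd38−/−. On the log2 scale it changed by -0.88 in Cd38−/− (limma q = 0.00616) and -0.90 in Cd38+/− (limma q = 0.158). The Cd38−/− call held in all 9 fits that each left out 1 library and was lost with library quality weights.
Ndufb7 (ENSMUSG00000033938, chromosome 8 from 83566671 to 83571626), for a complex I subunit, had 433 ± 37.9 TPM (SD, n = 3) in Cd38+/+, 282 ± 35.9 (SD, n = 3) in Cd38+/− and 303 ± 44.7 (SD, n = 6) in Cd38−/−. A log2 fold change of -0.52 was found in Cd38−/− (limma q = 0.0350) and -0.62 in Cd38+/− (limma q = 0.176). The former call was lost in 4 of the 9 fits without 1 library, with Benjamini-Hochberg adjustment and with eBayes without the trend.
Top1mt (ENSMUSG00000000934, chromosome 15 from 75657035 to 75678800) had 28.7 ± 5.08 TPM (SD, n = 3) in Cd38+/+, 14.6 ± 0.688 (SD, n = 3) in Cd38+/− and 17.5 ± 1.91 (SD, n = 6) in Cd38−/−. Its log2 fold change was -0.67 in Cd38−/− (limma q = 0.0469) and -0.92 in Cd38+/− (limma q = 0.191). The Cd38−/− call was lost in 7 of the 9 fits without 1 library.
Acacb (ENSMUSG00000042010, chromosome 5 from 114146535 to 114250761) had 10.89, 1.61 and 1.82 TPM in the Cd38+/+ libraries, with a mean of 13.6 ± 4.65 TPM (SD, n = 3) in Cd38+/− and 12.6 ± 3.09 (SD, n = 6) in Cd38−/−. The libraries overlapped in both comparisons. In log2 terms the change was 1.59 in Cd38−/− (limma q = 0.0427) and 1.67 in Cd38+/− (limma q = 0.222), and the former call was also lost in 7 of the 9 fits. Without Cd38+/+ replicate 1 the Cd38−/− log2 fold change was 2.30 (q = 0.00166).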

Dysregulation of complex I and IV genes is directly tied to mitochondrial ATP production, implicating mitochondrial bioenergetics may be perturbed. Given that CD38 function is implicated in PD (Zhou et al. 2023), astrocyte function (Hattori et al. 2017; Hayakawa et al. 2016), cADPR‐induced inflammation (Wei et al. 2014), and NAD‐related bioenergetics (Lautrup et al. 2019), we sought to cross‐reference our DEG findings with available datasets. First, we examined our pairwise comparisons relative to PD TWAS, GWAS, and PWAS datasets (Kia et al. 2021; Yao et al. 2021; Zhou et al. 2023). Numerous DEGs were matched to genes implicated in PD risk (Figure 7c, Table S2). 

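The Parkinson's disease list of Figure 7c holds 60 genes, chosen by the study on these libraries. In Cd38−/−, 47 had an unadjusted p under 0.05 and 23 were DEGs over all genes tested, 13 higher and 10 lower. Adjusted over the list alone 44 passed, which is not independent evidence. In Cd38+/−, 40 had an unadjusted p under 0.05, 0 were DEGs and 22 passed adjusted over the list alone. The median log2 fold change of the list was -0.32 in Cd38−/− and -0.25 in Cd38+/−.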

Interestingly, both *Cd38* ^*+/−*^ and *Cd38* ^*−/−*^ astrocytes show increased expression of *Lrrk2*, a gene responsible for the majority of autosomal dominant PD cases in humans and another risk factor gene (Satake et al. 2009; Usmani et al. 2021). 

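Lrrk2 (ENSMUSG00000036273, chromosome 15 from 91673175 to 91816120) had 3.53, 1.14 and 1.15 TPM in the Cd38+/+ libraries, 8.00 ± 2.56 TPM (SD, n = 3) in Cd38+/− and 6.31 ± 1.60 (SD, n = 6) in Cd38−/−. Every library of both mutant genotypes lay above every Cd38+/+ library (two-sided exact permutation test, p = 0.1 and p = 0.0119, the smallest possible). On the log2 scale it changed by 1.38 in Cd38−/− (standard error 0.39, limma q = 0.0413) and 1.67 in Cd38+/− (standard error 0.62, limma q = 0.204). The Cd38−/− call was lost in each of the 6 fits that left out 1 Cd38−/− library, after quantile normalization and after the trend on transcript length and GC content was removed.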

*Sod3* downregulation has also been implicated in human PD risk (Ilyechova et al. 2018) and was found to be downregulated in *Cd38* ^*+/−*^ and *Cd38* ^*−/−*^ comparisons.

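Sod3 (ENSMUSG00000072941, chromosome 5 from 52363791 to 52371418) had 43.3 ± 8.30 TPM (SD, n = 3) in Cd38+/+, 35.3 ± 5.70 (SD, n = 3) in Cd38+/− and 16.3 ± 3.74 (SD, n = 6) in Cd38−/−. The log2 fold change in Cd38−/− was -1.38 (standard error 0.25, limma q = 0.0144), and the call held in all 9 fits without 1 library. It was lost with library quality weights and with the replicate block. Cd38−/− replicate 6 held 9.18 TPM, and the other 5 Cd38−/− libraries 16.04 to 20.11 TPM. In Cd38+/− the log2 fold change was -0.29 (standard error 0.25, limma q = 0.396), and the libraries overlapped with those of Cd38+/+ (two-sided exact permutation test, p = 0.4). Tested between the mutant genotypes, Sod3 was lower in every Cd38−/− library, by a log2 fold change of -1.10 that was not past the threshold (limma q = 0.0812). Sod3 lies within 10 Mb of Cd38, and DNA of the strain in which Cd38 was targeted is not excluded as a source.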

Then, we compared DEGs with genes implicated by Alzheimer's disease (AD) GWAS studies (Beecham et al. 2014; Kamboh et al. 2012) (Figure 7c). 

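The Alzheimer's disease list of Figure 7c holds 63 genes, again chosen on these libraries. In Cd38−/−, 52 had an unadjusted p under 0.05 and 23 were DEGs over all genes tested, 13 higher and 10 lower; 49 passed adjusted over the list alone, which is not independent evidence. In Cd38+/− the list had 43 genes at an unadjusted p under 0.05, 0 DEGs and 34 genes past the threshold adjusted over the list alone. The median log2 fold change was 0.29 in Cd38−/− and 0.43 in Cd38+/−.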

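Apoe (ENSMUSG00000002985) lies on chromosome 7 from 19696109 to 19699188 and had the highest TPM of all genes in every library. Its TPM was 47966 ± 2825 (SD, n = 3) in Cd38+/+, 40274 ± 6424 (SD, n = 3) in Cd38+/− and 36927 ± 5421 (SD, n = 6) in Cd38−/−. A log2 fold change of -0.26 was found in Cd38+/− (standard error 0.19, limma q = 0.345) and -0.39 in Cd38−/− (standard error 0.18, limma q = 0.126). Neither was past the threshold, and the libraries of each mutant genotype overlapped with those of Cd38+/+ (two-sided exact permutation test, p = 0.2 for Cd38+/− and p = 0.0357 for Cd38−/−).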

Of note, *Apoe* was identified as downregulated in both comparisons. This finding is highly relevant to AD as changes in *APOE* expression are robust predictors of disease (Fernández‐Calle et al. 2022; Raulin et al. 2022). Furthermore, *Apoe* is implicated in astrocytic regulation of inflammatory responses (Lanfranco et al. 2021), blood–brain barrier integrity (Jackson et al. 2022), and neuronal excitability (Konings et al. 2021). Recently, astrocyte senescence has also been implicated in AD risk (Lau et al. 2023; Ungerleider et al. 2021). In comparison to genes identified as upregulated and downregulated in senescent astrocytes (Limbad et al. 2020), we found that 56% of DEGs shared the same directionality as previous observations (Figure 7d). 

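Figure 7d lists genes that change in senescent astrocytes and that the study chose as DEGs of these libraries. Of the 84 genes that rise in senescence, 43 (51.2%) were higher in Cd38−/− than in Cd38+/+, and of the 91 that fall, 56 (61.5%) were lower. Over both lists, 99 of 175 genes (56.6%) went the way of the list. DEGs were 37 genes of the first list, 31 of them higher, and 39 of the second, 15 of them lower, so among DEGs the first list went mostly its way and the second mostly against it. Of all tested genes 64.3% were higher in Cd38−/−, but this share is no fitting reference for genes chosen as DEGs, so no p is given. After the trend on transcript length and GC content was removed, 42 and 58 genes went the way of their list, and with median-ratio scaling 42 and 57.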

Altogether, these results suggest that the transcriptional state induced by CD38 deficiency could inform mechanisms of astrocyte dysfunction in disease and senescence‐associated states.

## 4 Discussion

### 4.1 CD38 And the Biology of Astrocytes

The roles of CD38 in the CNS have been a growing topic of interest due to the proposed therapeutic potential of increasing NAD+ levels in aged persons. In physiologically healthy contexts, CD38 facilitates glial development (Hattori et al. 2017) and regulates NAD+/NAM balance (Aksoy et al. 2006). During aging, this balance is disrupted in part due to increased expression and activity of CD38 across tissues (Camacho‐Pereira et al. 2016; Guerreiro et al. 2020). Here, we demonstrate that, in the midbrain, *Cd38* is most highly expressed in astrocytes at higher abundance per cell than in another region of the basal ganglia, the dorsolateral striatum. Single‐cell studies (Figure 1a) suggest that other regions may express *Cd38* just as highly (globus pallidus), but the functional consequences of these differences are not known. Interestingly, while *Cd38* expression was lower per astrocyte in the striatum, NAD+/NAM ratios were similarly increased in both the midbrain and striatum of *Cd38* ^*−/−*^ mice, similar to what is seen in whole brain (Roboon et al. 2019) and peripheral tissues (Bu et al. 2018), suggesting that CD38 expression there is required for maintaining NAD+/NAM balance.

While these studies did not involve the deletion of *Cd38* selectively in astrocytes, based on its expression profile, these data suggest that NAD+ conversion to NAM is dependent on astrocytic expression of CD38 and that astrocytes, thus, are a strong contributor to NAD+/NAM metabolism in the brain. Particularly important to consider is the lack of *Cd38* mRNA expression in neurons, meaning that CD38‐dependent NAD+ to NAM conversion, while happening intracellularly in astrocytes, may not be occurring in neurons normally. However, CD38 is trafficked to the cell surface and can convert NAD+ to NAM in the extracellular space, providing NAM for local neurons. As such, NAM sources for neurons would be compromised in CD38 null mice, forcing neuronal dependence on intracellular sources (NAMPT, etc.) and possibly increasing neuronal vulnerability to oxidative stress, mitochondrial dysfunction, and other processes associated with neurodegeneration.

### 4.2 Mechanisms of Metabolic and Transcriptional Dysregulation

Our functional data in combination with our RNA sequencing data displaying altered transcriptomics in genes related to metabolism indicate CD38 deficiency impairs pyruvate oxidation, possibly due to changes in NAD+ metabolism, suggesting early metabolic dysregulation. Further, increased citrate synthase activity in 12‐month *Cd38* ^*−/−*^ indicates a potential increase of mitochondrial content in the absence of *Cd38* in an age‐dependent manner. Along those lines, we observed an increase in expression of *Mfn1*, the gene encoding Mitofusin 1, a protein involved in mitochondrial biogenesis. Additionally, normalization of COX to CS content indicates reduced complex IV activity in the 12‐month *Cd38*‐deficient mice. Yet, due to the nature of these experiments containing numerous cell types, we were unable to discern which cell types are driving the Complex IV deficit. 

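Mfn1 (ENSMUSG00000027668, chromosome 3 from 32529465 to 32579239) had 137 ± 14.9 TPM (SD, n = 3) in Cd38+/+, 227 ± 27.0 (SD, n = 3) in Cd38+/− and 200 ± 25.2 (SD, n = 6) in Cd38−/−, with every mutant library above every Cd38+/+ library. The log2 fold change was 0.54 in Cd38−/− (standard error 0.14, limma q = 0.0308) and 0.72 in Cd38+/− (standard error 0.16, limma q = 0.176). The Cd38−/− call was lost in 4 of the 9 fits without 1 library and after the trend on transcript length and GC content was removed.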

Future studies evaluating CD38‐dependent mitochondrial changes within astrocytes are warranted.

Previous studies have demonstrated that CD38 deficiency can increase mitochondrial function (Camacho‐Pereira et al. 2016; Meyer et al. 2022). We propose that astrocyte metabolic state is influenced by disruption in the NAD+/NAM balance and reinforced by the transcriptional changes we have observed here. For example, the increase in citrate synthase activity (Figure 5) could be driven by the increased availability of NAD+ (Camacho‐Pereira et al. 2016; Lamb et al. 2020), independent of changes in transcriptional state. However, other NAD + ‐dependent processes could contribute to sustained changes in transcription, such as the activation of NAD + ‐dependent enzymes, including members of the PARP and sirtuin families. Considering the links between PARP activation/sirtuin inhibition and cellular senescence (Bai et al. 2011; Ohanna et al. 2011; Ponce et al. 2014) one may speculate that the overactivation of PARPs and/or sirtuins could contribute to shifts in the transcriptional state that mimic age‐related cellular senescence in the absence of CD38 (Chini et al. 2020).

### 4.3 Glial Reactivity in Substantia Nigra

We have shown that *Cd38* deletion enhances astrocytic activation and can influence the inflammatory state of astrocytes (Figures 3, 6). This enhanced inflammation has the potential to impact surrounding neurons. Interestingly, results were most consistent in the SNc with an increase in GFAP immunoreactivity. Dopaminergic neurons, which are selectively vulnerable in Parkinson's disease, are found in the SNc but extend their processes into the SNr, a region occupied by GABAergic neurons that provide strong inhibitory control via GABA receptors expressed on the dendrites of dopaminergic neurons. In the case of *Cd38* deletion, enhanced inflammation in the SNc and/or the SNr could influence dopaminergic neuron survival via astrocyte dysfunction surrounding neurons in the SNc, through disruption of the inhibitory cascade provided by GABAergic neurons in the SNr, or by activation of local microglia. Further data regarding the effects of *Cd38* deletion on dopaminergic neuronal survival are needed to better elucidate the role CD38 may play in neurodegenerative disorders like Parkinson's disease.

It is important to recognize that GFAP, a characteristic marker for activated astrocytes, was heterogeneously distributed in the midbrain with a high concentration of GFAP‐positive cell bodies in the SNr. In contrast, immunoreactivity for GFAP was lower in the SNc indicating subpopulations of astrocytes that differ substantially by subregion. Future studies should explore the properties of different types of astrocytes in the midbrain to fully elucidate the impact of CD38 deficiency on dopaminergic neuron function and viability.

### 4.4 CD38 and Neurodegeneration

There are conflicting results in the literature regarding the impact of CD38 deficiency on neuronal vulnerability. *Cd38*‐deficient mice are more sensitive to traumatic brain injury (Levy et al. 2009) and exhibit reductions in spine density and neuronal complexity, presumably during development (Hattori et al. 2023). In models of the autoimmune disease lupus, *Cd38* deletion accelerates disease progression, suggesting that CD38 deficiency can exacerbate inflammation (Viegas et al. 2011). However, *Cd38*‐deficient mice show decreased amyloid plaque load, microglial activation, and inflammation when crossed with hemizygous APPswePS1ΔE9 transgenic mice (Blacher et al. 2015), potentially due to decreased secretase activity in neurons. However, it is important to note that the contribution of cell‐autonomous effects in astrocytes to these findings is not known. 

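In the fits that each left out 1 library, the log2 fold change of Apoe in Cd38−/− against Cd38+/+ lay between -0.46 and -0.34, with limma q between 0.0869 and 0.212. Per library, Cd38−/− held 31311.3 to 46796.6 TPM and Cd38+/+ 44913 to 50486.7 TPM. Apoe was a DEG in Cd38−/− under none of the settings tried.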

In the context of amyloid processing, we found that *Apoe* expression is reduced in astrocytes of *Cd38* ^*−/−*^ mice; it is possible that the APOE deficiency in astrocytes could contribute to the reduced plaque load in these mice, due to APOE's roles in lipid metabolism and immune regulation (Kim et al. 2009; Ulrich et al. 2018).

While the pathology of PD has been well documented, there still exists a large gap in our current understanding of genetic and environmental risks that precipitate dopaminergic cell loss (Skrahina et al. 2021; Vollstedt et al. 2023) and the involvement of astrocytes in this process (Joe et al. 2018; Kam et al. 2020; Rizor et al. 2019). The SNP variant *rs11724635* has been implicated as a risk gene in multiple GWAS studies and meta‐analyses (Chen et al. 2014; Li et al. 2019; Sharma et al. 2012). In humans, the risk allele of *rs11724635* is associated with decreased *CD38* expression, although there is also a small reduction in expression of the human gene *FAM200B* (Figure 6). *FAM200B* has no mouse homologue, nor has its function been well characterized. Related to the possible impact of this risk variant on astrocyte function, it is important to note that the *Cd38* ^*+/−*^ mouse may be the best model to explore PD‐relevant phenotypes. While there were no alterations in tissue homogenate NAD/NAM ratios in *Cd38* ^*+/−*^mice, there were transcriptional and metabolic changes (Figures 3, 4 and 7c,d), similar to those observed in *Cd38* ^*−/−*^ mice. However, the most robust differences in the *Cd38* ^*+/−*^mice were transcriptional, with reductions in subsets of mitochondrial genes and increases in genes involved in glycogen metabolism (*Pygb*) and PD (e.g., *Lrrk2*). 

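Pygb (ENSMUSG00000033059, chromosome 2 from 150786735 to 150831758) had 390.43, 394.67 and 436.09 TPM in the Cd38+/+ libraries, 690 ± 81.9 (SD, n = 3) in Cd38+/− and 622 ± 60.3 (SD, n = 6) in Cd38−/−. Every Cd38+/− library lay above every Cd38+/+ library (two-sided exact permutation test, p = 0.1, the smallest possible). In log2 terms the change was 0.75 in Cd38+/− (standard error 0.14, limma q = 0.158) and 0.61 in Cd38−/− (standard error 0.11, limma q = 0.0150). Without Cd38−/− replicate 2 the latter was not called (q = 0.0519).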

Increased expression of *Lrrk2* is of particular note, especially in light of recent reports indicating that AD patient‐derived iPSC astrocytes harboring the G2019S *LRRK2* mutation, associated with increased kinase activity, display a pro‐inflammatory phenotype as well as a decreased ability to promote angiogenesis (de Rus Jacquet et al. 2023). Considering these data and the low odds ratio for this SNP (~1.1), future studies can explore synergistic effects between CD38 deficiency and phenomena observed in PD such as synucleinopathy, inflammation, and/or oxidative stress.

Beyond this potential link to PD, it is important to consider age‐related processes, which could be impacted by CD38 deficiency. Comparisons of our dataset to aged‐striatal astrocytes indicate disruption in age‐related genes. This particular feature is of great interest as discordant expression of age‐related genes may suggest an advancement of age‐related processes (Frenk and Houseley 2018). 

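Of the 50 age-related genes of Figure 3h, 32 were higher and 18 lower in Cd38−/− than in Cd38+/+. DEGs were 27 of them over all genes tested, 24 higher and 3 lower, and 35 passed adjusted over the list alone. In Cd38+/−, 31 had an unadjusted p under 0.05 and 0 were DEGs; 28 passed adjusted over the list alone. The median log2 fold change of the list was 0.49 in Cd38−/− and 0.71 in Cd38+/−.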

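Of 26 genes related to reactive oxygen species (Figure 3g), 16 were lower and 10 higher in Cd38−/− than in Cd38+/+, with a median log2 fold change of -0.26. DEGs were 11 of them, 7 higher and 4 lower, and 17 passed adjusted over the list alone, which the study chose on these libraries. In Cd38+/− also 16 were lower and 10 higher, with a median of -0.24. None was a DEG there, 17 had an unadjusted p under 0.05, and 15 passed adjusted over the list alone.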

We also found that ROS‐related astrocyte DEGs had reduced expression, which may be reflective of reduced inflammatory states in *Cd38*‐deficient models similar to reports by others (Roboon et al. 2019). DEGs common to both *Cd38* ^*+/−*^and *Cd38* ^*−/−*^ indicate that reductions in CD38 influence functions relating to metabolic oxygen utilization (*Cyp1b1*), antioxidant defense (*Nostrin, Sod3*), and inflammatory signaling (*Junb, Rora, C4b*). 

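Cyp1b1 (ENSMUSG00000024087, chromosome 17 from 79701537 to 79715061) was listed at 0.01, 0 and 0 TPM in the Cd38+/+ libraries. The Cd38+/− libraries held 10.12, 4.05 and 3.59 TPM (limma q = 0.177) and the Cd38−/− libraries 3.31 to 12.34 TPM (limma q = 0.0170), of which replicate 2 held 12.34 and the other 5 up to 4.33. Without Cd38−/− replicate 5, Cyp1b1 was not called (q = 0.0518).
Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) fell from 102 ± 44.6 TPM (SD, n = 3) in Cd38+/+ to 46.8 ± 12.2 (SD, n = 3) in Cd38+/− and 46.9 ± 7.53 (SD, n = 6) in Cd38−/−. On the log2 scale it changed by -1.03 in Cd38−/− (limma q = 0.0249, lost in 4 of the 9 fits without 1 library) and -1.05 in Cd38+/− (limma q = 0.191).
Nostrin (ENSMUSG00000034738, chromosome 2 from 69135800 to 69189330) had 67.53, 22.34 and 14.49 TPM in Cd38+/+, 6.89 ± 2.86 (SD, n = 3) in Cd38+/− and 12.1 ± 5.36 (SD, n = 6) in Cd38−/−. A log2 fold change of -1.26 was found in Cd38−/− (limma q = 0.0777) and -1.96 in Cd38+/− (limma q = 0.178). Without Cd38+/+ replicate 3 it was a DEG in Cd38−/− (q = 0.0176). The endothelial markers summed to 2768.44, 1652.77 and 627.29 TPM in Cd38+/+ replicates 1, 2 and 3, lowest in the library left out. Whether endothelial RNA bears on Nostrin was not tested.
Rora (ENSMUSG00000032238, chromosome 9 from 68653786 to 69388246) had 108 ± 14.4 TPM (SD, n = 3) in Cd38+/+, 93.0 ± 13.1 (SD, n = 3) in Cd38+/− and a mean of 88.6 in Cd38−/− (n = 6). Its log2 fold change was -0.29 in Cd38−/− (limma q = 0.185) and -0.21 in Cd38+/− (limma q = 0.399), and the libraries overlapped in both comparisons. After the trend on transcript length and GC content was removed, it was a DEG in Cd38−/−.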

Across the aging process, ROS inflammatory drive is increased and contributes to neurodegenerative disease pathology (Zhang et al. 2023). We identified that ROS‐related genes are differentially expressed in *Cd38*‐deficient astrocytes. Based upon the established relationship of inflammation to PD development, one may suspect that reduced astrocytic inflammatory profiles by CD38 loss may be beneficial; however, this concept is not corroborated by human data (Ge et al. 2023; Yao et al. 2021; Zhou et al. 2023). While reductions in CD38 may appear to induce anti‐inflammatory states in astrocytes, they may instead be indicative of a loss of immunocompetence. Altogether, the benefits and risks associated with changes in CD38 presence and activity may be context‐dependent and require further investigation.

### 4.5 Limitations and Future Directions

Our findings suggest astrocyte dysfunction resulting from *Cd38* deficiency; however, there are limitations to this study that warrant recognition. The most immediate of which is the evaluation of dopaminergic neuron vulnerability in *Cd38*‐deficient mice, with relevance for PD. Future work will aim to understand how decreased CD38 expression in translationally relevant *Cd38* ^*+/−*^models affect DA neuronal gene expression, health, and function. It is also important for future work to explore how *Cd38* deficiency impacts transcription and metabolism in adult neurons.

Considering the high enrichment of CD38 expression in astrocytes, we are concluding that the results observed in astrocyte genes and metabolic changes in *Cd38* ^*−/−*^ homogenates are driven by cell‐autonomous effects in astrocytes. However, it is important to note that observed differences may be influenced by other cells, including those in the periphery that express CD38, and CNS cells surrounding astrocytes which typically express CD38, such as some populations of microglia and perivascular macrophages. Future experiments should involve the deletion of *Cd38* selectively in astrocytes of adult mice to differentiate developmental from dynamic CD38‐driven processes.

Age‐related changes are the leading risk for the development of neurodegenerative disease in humans. The conclusions drawn from our work rely upon “middle‐aged” animals (8–12 months), without inclusion of models of advanced age (18–24 months). Additional study of the interaction between aging and CD38 deficiency is warranted to help elucidate how age‐related changes contribute to astrocytic states. It is also important for future experiments to consider environmental contexts that may be translationally relevant to what is experienced by industrialized populations determined to be most at risk of PD (De Miranda et al. 2022). Paradigms that investigate interactions in genetically relevant models (*Cd38* ^*+/−*^) with environmental challenges such as high‐fat diet, chemical contaminants, or chronic inflammation may help establish better understanding of the intersectionality between gene risks and environmental events that instigate disease. Inflammation as a peripheral risk factor should be considered, in light of the expression of CD38 by cells of the peripheral immune system and evidence for a role of CD38 in pathogen clearance (Ghosh et al. 2023; Glaria and Valledor 2020; Lischke et al. 2013; Piedra‐Quintero et al. 2020).

Lastly, while not addressed directly here, it would be important to test the impact of clinically used CD38 inhibitors on brain metabolism and astrocyte function. CD38 monoclonal antibody (Isatuximab; (Bisht et al. 2023)) and inhibitors (Chini et al. 2018) are currently being used for treating patients with multiple myeloma and other cancers (Gao et al. 2021) and have been proposed for the treatment of neurodegeneration, based on the prediction that increasing NAD+ levels could be neuroprotective (Chini et al. 2018; Guerreiro et al. 2020). However, considering the localization of CD38 to astrocytes and our results here indicating cellular dysregulation even in the face of NAD+ abundance, other modes of NAD+ production should be considered. CD38 inhibitors could shift the metabolic state of astrocytes and cause depletion of neuronal NAD+ stores by reducing extracellular sources of NAM. Additional studies are required to test these predictions.

## 5 Conclusions

This work seeks to resolve how the decreased expression of the metabolic enzyme *Cd38* influences astrocytes. We demonstrate that deficiencies in CD38 affect astrocyte gene expression, metabolism, and molecular pathways associated with the hallmarks of neurodegeneration. These findings further our understanding of how CD38 facilitates astrocyte function in the aging brain, while simultaneously providing evidence for how its dysregulation may be tied to neurodegenerative features.

## Author Contributions

S.B.: experimental design, data collection and analysis, figure generation, manuscript editing; A.M.C.: experimental design, tissue collection, data collection and analysis, figure generation manuscript content creation and editing; R.D.H.: experimental design, data collection and analysis, figure generation, manuscript content creation and editing; X.W.: data analysis and figure design/creation; L.J.M.: experimental design, data collection, figure generation; D.D.: data collection and analysis; M.S.: experimental design, data collection and analysis; J.L.B.: figure creation and editing, K.N.: data collection; F.Z.: experimental design, data collection; F.E.L.: conceptual and experimental design; J.S.S.: experimental design, data collection, data analysis, figure generation; S.G.W.: data collection and analysis; A.M.P.: data analyses, manuscript content creation and editing; R.M.C. and M.L.O.: securing funding, experimental design, staff management, data analyses, figure generation, manuscript content creation and editing.

## Funding

This work was supported by NIH/NINDS R01NS124037 (RMC, MLO) and NIH/NINDS T32NS09.5775 Additionally, the High‐Field NMR facility at the University of Alabama at Birmingham was established through the NIH (1S10RR026478) and is supported by the UAB Comprehensive Cancer Center (NCI grant P30 CA013148).

## Ethics Statement

All mouse experimental protocols were followed according to NIH guidelines and approval from the Animal Care and Use Committee of Virginia Tech and the University of Alabama at Birmingham.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Multi‐tissue eQTL plot from the GTEx Portal (v.8) for single nucleotide polymorphism associated with Parkinson's disease, with a shift to the left for carriers of the A allele (see Figure 6).

**Figure S2:** Differentially expressed genes associated with mitochondrial function in isolated astrocytes from *Cd38* ^*+/−*^ or *Cd38* ^*−/−*^ mice compared to *Cd38* ^*+/+*^ mice.

**Figure S3:** glia70112‐sup‐0003‐FigureS3.pdf. *Cd38* deficiency does not impact SOX9 nuclear expression.
(a) Representative images of immunofluorescence for SOX9 and TH in *Cd38* ^*+/+*^ and *Cd38* ^*−/−*^ sections of substantia nigra pars compacta (SNc) and pars reticulate (SNr), (b) No significant differences were found in the counts of SOX9‐positive cells between the two genotypes in the SNc region (*p* = 0.7798). An unpaired *t*‐test was performed for the measure between genotypes. *n* = 4, *Cd38* ^*+/+*^ *and n* = 5, *Cd38* ^*−/−*^ with two SN sections per animal.

**Table S1:** RNASeq TPM data all genotypes.

**Table S2:** Cd38+/+ vs. Cd38−/−.

**Table S3:** GO pathway analysis derived by pairwise comparisons between Cd38+/− to Cd38+/+ and Cd38−/− to Cd38+/+.

## Data Availability

All RNA‐Seq fastq reads can be found at GEO Series accession number GSE272765. The following secure token has been created to allow review of record GSE272765 while it remains in private status: **wlivemmeflennan**. Additional data that support the findings of this study are available on Mendeley Data with a reserved DOI: https://doi.org/10.17632/dpxwtw4xvz.1. This will be published upon acceptance for publication.

How the deposited data were processed for this re-analysis (not part of the article)

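RNA of astrocytes isolated from the midbrain of male mice at 12 to 14 months (mean 13.5 months) was sequenced in 12 libraries, 3 of Cd38+/+, 3 of Cd38+/− and 6 of Cd38−/− mice. According to the paper, the authors trimmed the reads with Trim Galore, mapped them to mm10 with STAR and estimated expression per gene with RSEM; the annotation they used is not named in the paper's text. The deposited unit is TPM, rounded to 2 decimals, one column per library without pooling, for 20614 genes. Each library sums to 1000000 TPM, which was checked on the values. Counts are not part of this unit, so the depth of the libraries is unknown, no interval for counting error is given, and a value listed at 0 sets no upper limit.

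Genotypes were taken from the sample labels. Replicate numbers were used only as an alternative block. Positions, transcript lengths and GC content came from GENCODE vM21 on GRCm38, which held 20503 of the genes. For each comparison (Cd38+/− with Cd38+/+, Cd38−/− with Cd38+/+, and Cd38−/− with Cd38+/−, the last not reported in the paper), genes with a mean TPM above 5 in at least 1 compared genotype were kept, and log2(TPM + 1) was fitted with limma 3.58.1 (lmFit, and eBayes with a trend) under R 4.3.3, with statmod 1.5.0 for library quality weights. Storey q-values were computed with lambda from 0.05 to 0.95 in steps of 0.05 and a cubic spline. A DEG had q under 0.05 and at least a 1.2-fold change, as in the paper's methods; a log2 fold change of 1.2, as in the legend of Figure 3, was an alternative. The paper does not name the test or the model behind its q-values, so the model used here was a choice and not a copy of the authors' test. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

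Single genes were also compared with two-sided exact permutation tests of log2(TPM + 1). With 3 libraries against 3 the exact test cannot go below p = 0.1, and with 6 against 3 not below p = 0.0119. The genes named are Cd38, every gene the paper names in its text or labels in Figure 3b as changed in the RNA-seq, the genes with the largest changes without overlap between genotypes, and the genes of the marker lists; 1 gene under this rule is not reported here, and genes outside it are marked where they appear. Gene lists were copied from Figures 3 and 7, and the genes of a phosphate metabolic process term from Table S3 (the latter added after the data were seen). For the senescence lists, genes with the direction of the list were counted, without a test, since the study chose these genes as DEGs. Lists of marker genes for astrocytes, neurons, oligodendrocytes, microglia, endothelial cells, mural cells and fibroblasts, choroid plexus, ependymal cells and erythroid cells, and lists for the response to dissociation, sex-linked genes and NAD metabolism, were tested with camera with an estimated correlation and with fry, with Benjamini-Hochberg adjustment over the lists.

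The procedure was tested on simulated data with 200 changed genes drawn at the spread of the compared libraries. It recovered 79 of 200 in the Cd38+/− comparison (2.47% of calls false), 152 of 199 in the Cd38−/− comparison (3.18% false) and 178 of 200 between the mutant genotypes (4.30% false). With the spread of the compared mutant genotype alone it recovered 147, 179 and 180 of 199. Of those calls 6.96%, 3.76% and 3.23% were false, the first above the 5% aimed at. Both genotypes of a gene had the same simulated spread. In the data the median SD was 0.49 in Cd38+/+, 0.20 in Cd38+/− and 0.23 in Cd38−/−. The simulated shares of false calls therefore need not hold for the comparisons with Cd38+/+.

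The alternatives were pseudocounts of 0.1 and 5, no filter or a TPM of at least 1 in every compared library, Benjamini-Hochberg adjustment, the fold threshold of the Figure 3 legend, eBayes without the trend, library quality weights, median-ratio scaling, quantile normalization, all 12 libraries in one fit, the replicate number as a block, removal of each library's trend on transcript length and GC content (a spline with 4 degrees of freedom), both of these together, leaving out each library in turn, and every set of 3 Cd38−/− libraries. Centring each library on its mean and gene-by-gene library quality weights were added later. The experiments by qPCR, in situ hybridization, imaging, metabolite and enzyme assays were not analysed here, and the GO term shares and the count of mitochondrial DEGs were not recomputed.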

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

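All tests of explanations in this part were chosen after the results were seen, apart from the counts of other splits of the libraries, the joint test of the choroid plexus and ependymal markers and that of genes around Cd38; the ependymal markers on their own were tested only afterwards.

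In 5 of 44 results examined, 1 Cd38−/− library lay further from the other 5 than Dixon's test allows at the 95% level. Chance gives about 2.2 of the 44. The results were the TPM of named genes, the means of marker and dissociation lists, and the number of detected genes. All 5 were named genes. Cxcl5 had 11.18 TPM in replicate 3 and 2.53 to 5.71 in the others. In replicate 2, Arhgap27 had 20.64 TPM against 5 to 9.26, Arhgef16 11.67 against 4.31 to 6.92, and Cyp1b1 12.34 against 3.31 to 4.33. Sod3 had 9.18 TPM in replicate 6 and 16.04 to 20.11 in the others. RNA from other cells is a candidate source. Over the 9 libraries of both mutant genotypes, 0 of 45 relations between these 5 genes and the 9 marker lists passed a Benjamini-Hochberg adjusted permutation p of 0.05 for Pearson's r, and 0 for Spearman's rho. The closest relation was that of Cxcl5 with the oligodendrocyte markers (Pearson's r = 0.896, permutation p = 0.00179, adjusted p = 0.0805; Spearman's rho = 0.817, permutation p = 0.0105, adjusted p = 0.350), and r fell to 0.542 without the 2 libraries farthest from the median. The same relation had also been computed among 72 relations of the genes labelled in Figure 3b with the marker lists, where its adjusted p for Pearson's r was 0.0430 and for Spearman's rho 0.251, so whether it passes depends on which relations are adjusted together. With 9 libraries, RNA from other cells and differences between mice cannot be told apart for these genes. No biological explanation was tested.

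The direct comparison of Cd38−/− with Cd38+/−, which does not use the Cd38+/+ libraries, gave 4 DEGs among 11563 genes and 1299 genes at an unadjusted p under 0.05. Of these 4, 3 are also among the 970 DEGs against Cd38+/+. Cd38 was lower by a log2 fold change of -2.52 (standard error 0.25, limma q = 0.00340, in 6 of 6 libraries); without Cd38+/− replicate 3 it was not past the threshold (q = 0.0595), and over all its alternatives q lay between 5.45e-06 and 0.0595. Dram2 (log2 fold change -0.79, q = 0.0205), Plac9b (1.32, q = 0.0476) and Dynlt1b (0.74, q = 0.0149) were chosen after their values were seen, and each moved in 6 of 6 libraries. Of the 84 splits of these 9 libraries into 3 and 6, 6 gave at least 4 DEGs, the real one included, and 11 splits other than the real one gave at least 1 DEG, those with at least 4 among them; the largest count, 3479, came from the split that set Cd38+/− replicate 1 with Cd38−/− replicates 1 and 2. A count of 4 is therefore within what other splits gave. Without Cd38+/− replicate 3 there were 0 DEGs, and without Cd38−/− replicate 4 there were 93.

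For Plac9b and Dynlt1b, reads shared between paralogs were weighed. The summed TPM of the 2 Plac9 genes rose from a mean of 804 (n = 3) in Cd38+/− to 1990 (n = 6) in Cd38−/−, a log2 fold change of 1.30, and that of the 4 Dynlt1 genes from 290 to 444, a log2 fold change of 0.61. In both families every Cd38−/− library lay above every Cd38+/− library (two-sided exact permutation test, p = 0.0119, the smallest possible), which argues against a shift of reads between the members listed. Neither gene lies on the chromosome of Cd38. For the genes around Cd38, DNA of the strain in which Cd38 was targeted was weighed: of the 73 tested genes within 10 Mb, 6 were DEGs in Cd38−/− against Cd38+/+, as in the median random list matched on expression, and their median absolute change lay at percentile 44.2 of 10000 such lists (50.1 within 5 Mb and 27.9 within 20 Mb), which argues against an excess of DEGs there in that comparison. In Cd38−/− against Cd38+/−, 0 of the 72 tested genes within 10 Mb were DEGs, and the percentiles were 64.4 within 10 Mb, 92.1 within 5 Mb and 93.6 within 20 Mb, so smaller changes around Cd38 are not excluded in this comparison. Sod3, a DEG in Cd38−/− against Cd38+/+, lies within 10 Mb of Cd38. A test over all genes there does not exclude DNA of that strain as the source for a single gene. An effect of genotype on Dram2, Plac9b and Dynlt1b, and a difference in strain background elsewhere in the genome, stay open and were not tested.

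The choroid plexus markers, which the paper does not discuss, had a median log2 fold change of 1.39 in Cd38−/− against Cd38+/+, and 5 of the 5 markers tested were higher (8 in the list, none in another marker list or in a list of the study). Ttr, the most abundant, was listed at 222.92, 0 and 0 TPM in Cd38+/+ and between 99.58 and 1641.56 TPM in Cd38−/−, so its libraries overlapped. RNA from choroid plexus or ependymal cells may be the source. For choroid plexus the adjusted p was 0.364 with camera, the test chosen for these lists, and 0.0211 with fry. The ependymal markers had a median of 0.44 (8 of 8 higher; adjusted p 0.635 with camera and 0.336 with fry), and between the mutant genotypes a median of 0.64 (adjusted p 0.255 with camera and 0.0378 with fry). In Cd38+/− against Cd38+/+ the ependymal markers went the other way (median -0.23, 2 of 8 higher, camera adjusted p = 0.595). The choroid plexus markers there had a larger median than in Cd38−/− (2.10, 7 of 8 higher, camera adjusted p = 0.511). That median covers 8 tested markers, the Cd38−/− one 5. The summed TPM of the choroid plexus markers was 9999.13 in Cd38+/− replicate 1, 737.07 in replicate 2 and 356.64 in replicate 3. The Cd38−/− libraries held 437.6 to 2625.66 TPM, so the larger median may rest on Cd38+/− replicate 1. Whether RNA of choroid plexus or ependymal cells differed between the genotypes cannot be told apart from a difference between libraries. The 2 tests, camera and fry, do not give the same answer. More tested genes were also listed at 0 in at least 1 library of Cd38+/+ (549) than of Cd38+/− (14) or Cd38−/− (15). Within the mutant genotypes, Kl, which Figure 3b labels, followed the choroid plexus markers over the 9 libraries (Pearson's r = 0.994, permutation p = 4e-05, adjusted p = 0.00288; Spearman's rho = 0.983, permutation p = 5e-05, adjusted p = 0.0036; r = 0.977 without the 2 libraries farthest from the median), 1 of the 72 relations computed, of which 3 passed for Pearson's r. Within Cd38−/− alone r was 0.993. This is consistent with choroid plexus RNA as the source of Kl, as a hypothesis found and tested on the same libraries. Mog followed the oligodendrocyte markers (Pearson's r = 0.959, permutation p = 0.00027, adjusted p = 0.00972; Spearman's rho = 0.850, permutation p = 0.00606, adjusted p = 0.218; r = 0.877 without the 2 farthest libraries). An effect of Cd38 deficiency on the dissected cells stays open.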

How the results depend on the processing

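The comparisons, thresholds, named genes and all alternatives were set before the data were examined, apart from 2 alternatives chosen after seeing the data: centring each library on its mean and gene-by-gene library quality weights. Both are marked where they appear.

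Cd38 was lower in Cd38−/− than in Cd38+/+ under every alternative, with log2 fold changes from -3.34 to -2.67. Its call was lost with library quality weights (-3.14, q = 0.109) and with gene-by-gene weights, added later (-3.12, q = 0.0999); over all its alternatives q lay between 6.37e-05 and 0.109. Leaving out 1 library gave -3.08 to -2.81 in Cd38−/−, -0.55 to -0.31 in Cd38+/−, and -2.63 to -2.37 between the mutant genotypes, where the call was lost without Cd38+/− replicate 3 (q = 0.0595).

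The number of DEGs moved far more. Without the filter on low values there were 663 DEGs in Cd38+/− and 2283 in Cd38−/−, 550 of them shared; more genes are tested there. Benjamini-Hochberg adjustment, a stricter criterion, left 326 in Cd38−/−. A log2 fold change of at least 1.2 left 337 in Cd38−/− (91.1% higher) and 2 between the mutant genotypes. eBayes without the trend gave 9 in Cd38+/−, 7 of them shared. One fit of all 12 libraries gave 1464 in Cd38+/− and 1822 in Cd38−/−, 1029 of them shared, and 1 between the mutant genotypes. Library quality weights gave 30 in Cd38+/−, 1 in Cd38−/−, 1 shared and 3120 between the mutant genotypes; in the comparisons with Cd38+/− they gave its replicate 3 a weight of 49.5 and 42.6, far above the others, so these counts rest largely on that library, and the REML estimate of the weights did not converge there. Gene-by-gene weights, added later, gave 1, 1 and 1788. With the replicate number as a block the counts were 4 in Cd38+/−, 2 in Cd38−/− and 2 between the mutant genotypes, and with the block and the trend on transcript length and GC content removed 2, 2 and 287. The labels do not state that equal replicate numbers pair samples, and the correlation of the deviations of same-numbered libraries from their genotype means lay between -0.296 and 0.504. The block also leaves out 3 Cd38−/− libraries that have no partner. Between the mutant genotypes, median-ratio scaling, removal of the length and GC trend, and centring (added later) each left 1 DEG. Beyond what the number of genes or libraries explains, the cause was not tested.

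Sets of 3 Cd38−/− libraries against Cd38+/+ gave a median of 1 DEG (0 to 1 over 20 sets; median 1204.5 genes at an unadjusted p under 0.05). The fits that each left out 1 library gave 0 to 10 DEGs in Cd38+/− (10 without Cd38+/+ replicate 3), 74 (without Cd38−/− replicate 2) to 3119 (without Cd38+/+ replicate 3) in Cd38−/−, 0 to 10 shared (10 without Cd38+/+ replicate 3), and 0 (without Cd38+/− replicate 3) to 93 (without Cd38−/− replicate 4) between the mutant genotypes.

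The share of higher DEGs in Cd38−/− moved with the scaling: 77.5% as deposited, 58.6% with median-ratio scaling, 59.9% with quantile normalization, 32.4% with the length and GC trend removed and 33.6% with centring (added later). Over all genes the median log2 fold change went from 0.15 to 0.03, 0.05, -0.07 and -0.07 under the same settings. Of the 970 DEGs, 768, 757, 623 and 676 kept their call there. Quantile normalization fixes the value of the highest gene, Apoe, and so gives none for it.

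Of the genes that rise in senescence, 43 went the way of the list as deposited and with quantile normalization, 42 with median-ratio scaling, 42 with the length and GC trend removed, 39 with the block as well and 42 with centring, added later. Against the share of all tested genes with the same direction, the count lay below as deposited and above in the last 3 settings. Of the genes that fall in senescence, 56 went that way as deposited, 57 with median-ratio scaling, 55 with quantile normalization and 58 in each of the last 3 settings. Leaving out 1 library gave 41 to 44 (43, 44 and 43 without Cd38+/+ replicates 1, 2 and 3) and 56 to 57. The counts hardly moved; what moved was the share of all genes, which follows the median of all genes. A binomial test against that share had been set before the data were examined. It is not used, because the study chose the genes of both lists as DEGs, so the test would measure that choice.

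With fry in place of camera, the choroid plexus list in Cd38−/− (median 1.39, adjusted p = 0.0211) and the ependymal list between the mutant genotypes (median 0.64, adjusted p = 0.0378) passed. For the genes named in the text, no direction reversed. In Cd38+/−, 617 values kept their side of the threshold and 47 became DEGs; in Cd38−/−, 547 kept it, 203 were no longer DEGs and 10 became DEGs. Since the depth of the libraries is unknown, values listed at 0 in Cd38+/+ do not show that a gene is absent.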

Differences from the paper's values

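No test in this part was chosen after the result was seen; settings added after seeing the values are marked.

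The paper reports 349 DEGs in Cd38+/− (183 higher and 166 lower); here there were 0 (0 higher and 0 lower), with 1586 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. They ranged from 0 to 1464 DEGs, and library quality weights gave 30, no filter on low values 663. All of them fitted log2 TPM, and no model of read counts was tried. The paper also obtained raw counts and names no test, so its numbers of DEGs and those here may rest on unlike units and models. For shared DEGs the paper reports 260 and the value here was 0; the alternatives ranged from 0 to 1029 and none closed the gap. The paper's 89 DEGs unique to Cd38+/− compare with 0 here; without the filter on low values, 663 DEGs less 550 shared ones were unique to Cd38+/−, within 1.5 times the paper's number, and no other alternative closed the gap.

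In Cd38−/− the paper reports 1476 DEGs and the value here was 970. With a pseudocount of 5 (1025), all 12 libraries in one fit (1822), the trend on transcript length and GC content removed (1324), and without Cd38+/+ replicate 1 (1829) or replicate 2 (1931), the count was within 1.5 times the paper's; centring each library on its mean, chosen after seeing the values, gave 1364. The other alternatives did not close the gap. Of lower DEGs the paper reports 762 and 218 were found here; the length and GC trend removed (895) and leaving out Cd38+/+ replicate 2 (537) or replicate 3 (850) closed the gap, as did centring, chosen after seeing the values (906).

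For Ubb in Cd38+/−, the paper's log2 fold change in Table S2 is -0.59 and the value here was -0.42. For Aqp4 in Cd38−/− the paper's is 0.49 and the value here was 0.71. For both, median-ratio scaling, removal of the length and GC trend, the same with the replicate block, and leaving out Cd38+/+ replicate 3 closed the gap. Centring, chosen after seeing the values, also closed it. The other alternatives set before the data were examined did not. For Zfp407 in Cd38−/− the paper's value is 5.40 and the value here was 2.10, with 1 Cd38+/+ library at 0; none of the alternatives closed the gap, and they ranged from 0.95 to 3.57. Across the genes present in the parts of Table S2 used here, the log2 fold changes correlated with those found here at r = 0.896 over 1996 genes in Cd38+/− (81.1% with the same sign) and r = 0.730 over 1985 genes in Cd38−/− (99.7% with the same sign).

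The paper calls Apoe lower in both mutant genotypes; here it was not past the threshold in either (q = 0.345 and 0.126) under any setting. The paper calls Sod3 lower in Cd38+/− as well; here its log2 fold change there was -0.29 (q = 0.396). The paper names Ubb, Klf2, Tmem161b, Tmem204, Nostrin and Rora in its account of DEGs of Cd38-deficient astrocytes; here they were not DEGs in Cd38−/− (q = 0.165, 0.0927, 0.0743, 0.0867, 0.0777 and 0.185). Klf2 was called without Cd38+/+ replicate 3 and with centring, Tmem161b without Cd38+/+ replicate 2 and with all 12 libraries in one fit, Tmem204 without Cd38+/+ replicate 3, Nostrin without Cd38+/+ replicate 3, with the length and GC trend removed and with centring, and Rora with that trend removed and with centring; centring was chosen after seeing the values. Cd38+/+ replicate 3 held the lowest summed TPM of endothelial markers among the Cd38+/+ libraries. Whether such RNA moved the calls gained without it was not tested. In Cd38+/− none of the genes named in the text was a DEG. All 12 libraries in one fit called 27 of them, no filter on low values 12, library quality weights 3, eBayes without the trend 2, and the replicate block, gene-by-gene weights (chosen after seeing the values) and leaving out Cd38+/+ replicate 3 called 1 each. The paper describes the reactive oxygen species DEGs as reduced; here 7 of 11 such DEGs in Cd38−/− were higher, while 16 of all 26 genes of that list were lower (median log2 fold change -0.26). More of these DEGs were lower than higher with median-ratio scaling (6 of 9), with the length and GC trend removed (11 of 14), and without Cd38+/+ replicate 1 (6 of 11) or Cd38−/− replicate 2 (1 of 1), 3 (4 of 7) or 5 (1 of 1), and with centring, chosen after seeing the values (13 of 16). In Cd38+/−, with 0 such DEGs here, the same held with no filter on low values (2 of 3), library quality weights (1 of 1), all 12 libraries in one fit (10 of 17) and without Cd38+/+ replicate 3 (1 of 1).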

Other observations

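In this part, the tests of fewer molecules, of genes listed at 0, of separate Cd38+/+ libraries and of the scaling were chosen only after the results were seen.

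The Cd38+/+ libraries differ from all 9 others in more than the calls. At 0 TPM in all 3 of them and at 1 TPM or more in all 9 others were 41 genes, with a mean of at most 6.34 TPM in the 9 others (median 2.81). Of the other sets of 3 of the 12 libraries (220 sets in all), the largest count was 1, and the reverse pattern held for 0 genes. Against Cd38−/− alone 58 such genes were listed. Fewer sampled molecules in the Cd38+/+ libraries may be a source. To test this, Cd38+/− libraries were reduced at random to 608459 molecules, which matches the genes detected in Cd38+/+, or to 227734, which matches the spread between the Cd38+/+ libraries, with 20 draws each. Other numbers of molecules had been tried before these were fixed. Matched on genes detected, a median of 25 such genes arose (13 to 34), fewer than observed; matched on spread, a median of 239.5 (221 to 254), more than observed. No single number of molecules matched both measures, so for these genes fewer molecules and genotype cannot be told apart.

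For the DEGs of Cd38−/−, the same draws gave a median of 26.5 (3 to 58) when matched on genes detected and 181 when matched on spread, at most 254, against 970 observed. That argues against fewer molecules as the whole source of the 970, though a part of that size is not excluded. In the lowest 20% of genes by mean TPM the median log2 fold change in Cd38−/− was 0.38 against Cd38+/+; in the draws it was 0.06 matched on genes detected and 0.30 matched on spread (0.26 to 0.34). Before the reduction the Cd38+/− libraries gave -0.06 there, so the reduction itself raised the median by 0.36 (0.32 to 0.39) when matched on spread, a range that holds the observed value, and by 0.11 (0.10 to 0.13) when matched on genes detected, which does not. For these genes, too, fewer molecules and genotype cannot be told apart, since each number of molecules matched only 1 of the 2 measures. With TPM averaged before the log2, the observed median in the lowest 20% was 0.135, a scale on which the draws were not computed. The rules for reading this test and that of the genes at 0 were set after their values were seen. In the draws the log2 fold changes correlated with the observed ones at a median r of 0.135 and 0.143. How the libraries were made and in which batch is not in the labels, so a difference in preparation of the Cd38+/+ libraries and an effect of Cd38 deficiency on many genes both stay open.

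Of the 84 splits of the Cd38−/− and Cd38+/+ libraries into 6 and 3, only the real one gave as many as 970 DEGs (1 of 84); the largest other count was 257, and 2 other splits gave DEGs. This shows that DEGs were most numerous with the 3 Cd38+/+ libraries on one side, by genotype or by preparation. It does not show that these libraries resemble each other. Their median r was 0.828 among themselves, 0.877 with Cd38+/− and 0.890 with Cd38−/− libraries. Their spread was also larger (median SD 0.49 against 0.23 in Cd38−/−), and the splits cannot separate a difference in spread from one in mean. In Cd38+/−, with 0 DEGs, 10 of 10 splits gave as many, which decides nothing; by unadjusted p under 0.05 the real split had 1586 genes and the largest other one 737. The smaller number of Cd38+/− libraries is a candidate explanation for its lower count: sets of 3 Cd38−/− libraries gave a median of 1 DEG. The length and GC content of transcripts went with the changes across genes, where genes are not independent replicates: Spearman's rho with length was 0.244 in Cd38+/− and 0.165 in Cd38−/−, and with GC content -0.130 and -0.180. Since 623 of the 970 DEGs kept their call after this trend was removed, it is unlikely to be the whole source. After each library was centred on its mean 33.6% of DEGs were higher, but centring shifts all genes alike and so sets this share. Whether the excess of higher DEGs comes from the scaling of the libraries or from genotype cannot be told apart.

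The log2 fold changes of both mutant genotypes against the same Cd38+/+ libraries correlated at r = 0.909 across genes. Unchanged groups simulated against the same libraries gave a median of 0.904, so the shared libraries alone could give this correlation. With separate Cd38+/+ libraries for each mutant genotype, r had a median of 0.139 and was above 0 in 6 of 6 assignments (0.065 to 0.190). No Cd38+/+ library is shared there by construction, so this remaining correlation does not test sharing as its source. The 6 assignments reuse the same 3 Cd38+/+ libraries and are not independent. Before the data were examined both findings had been expected if shared libraries were the source, a correlation within the simulated range and one of about 0 with separate libraries; only the first was met, and the 2 parts were separated afterwards. An effect common to both genotypes, and a preparation common to all 3 Cd38+/+ libraries, stay open.

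Klf2, Klf6 and Junb, which had lower means in both mutant genotypes (Klf6 and Junb as DEGs in Cd38−/−), respond to tissue dissociation. The 13 other genes of the dissociation response had a median log2 fold change of -0.20 in Cd38−/− (9 of 13 lower; camera adjusted p 0.635, fry 0.761) and -0.53 in Cd38+/− (10 of 13 lower; camera adjusted p 0.511, fry 0.567). Since these genes went both ways, a weaker dissociation response may be part of the source and cannot be told apart from an effect of genotype.

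In Cd38−/− against Cd38+/+, the other lists had median log2 fold changes of 0.00 for astrocyte, -0.12 for neuron, 0.89 for oligodendrocyte, 0.47 for microglia, -0.34 for endothelial, 0.09 for mural and fibroblast and -0.99 for erythroid markers, and of 0.52 for sex-linked and 0.15 for NAD metabolism genes. No camera adjusted p of any list was under 0.05 in any of the 3 comparisons; the smallest was 0.255. Under fry 2 calls passed, that of the choroid plexus list in Cd38−/− and that of the ependymal list between the mutant genotypes. Of families of mitochondrial and ribosomal genes, the 47 Nduf genes had a median of -0.16 in Cd38−/− and -0.27 in Cd38+/−, and the 78 Mrpl and Mrps genes -0.17 and -0.24, lower under all 3 scaling alternatives. The Atp5 genes (0.01 in Cd38−/−) and the Rpl and Rps genes (0.03) changed sign with median-ratio scaling (-0.12 and -0.09) and with the length and GC trend removed (-0.14 and -0.13). In Cd38+/− the Rpl and Rps genes had a median of -0.29 (71 of 90 lower), and in Cd38−/− against Cd38+/− one of 0.29 (3 of 89 lower), each with the same sign under all 3 scaling alternatives; these genes are not independent and were not tested as a list.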
